# Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface

**DOI:** 10.1371/journal.pone.0200211

**Published:** 2018-07-05

**Authors:** Gurvinder Kaur, Rebecca A. Helmer, Lisa A. Smith, Raul Martinez-Zaguilan, Jannette M. Dufour, Beverly S. Chilton

## Abstract

*Hltf* is regulated by intron retention, and global *Hltf*-deletion causes perinatal lethality from hypoglycemia. In heart, full-length Hltf is a transcriptional regulator of *Hif-1α* that controls transport systems. Thus, we tested the hypothesis that *Hltf* deletion from placenta caused or exacerbated neonatal hypoglycemia via *Hif-1α* regulation of nutrient transporters. RNA-seq data analyses identified significant changes in transcript expression and alternative splicing (AS) in E18.5 placentome. iPathwayGuide was used for gene ontology (GO) analysis of biological processes, molecular functions and cellular components. Elim pruning algorithm identified hierarchical relationships. The methylome was interrogated by Methyl-MiniSeq Epiquest analysis. GO analysis identified gene enrichment within biological processes. Protein expression was visualized with immunohistochemistry. Although two Hltf mRNA isoforms are quantifiable in most murine tissues, only the truncated Hltf isoform is expressed in placenta. The responsible intron retention event occurs in the absence of DNA methylation. iPathwayGuide analysis identified 157 target genes of 11,538 total genes with measured expression. These were obtained using a threshold of 0.05 for statistical significance (p-value) and a long fold change of expression with absolute value of at least 0.6. *Hltf* deletion altered transcription of trophoblast lineage-specific genes, and increased transcription of the *Cxcr7* (p = 0.004) gene whose protein product is a co-receptor for human and simian immunodeficiency viruses. Concomitant increased Cxcr7 protein was identified with immunolabeling. *Hltf* deletion had no effect on transcription or site-specific methylation patterns of *Hif-1α*, the major glucose transporters, or System A amino acid transporters. There was no measureable evidence of uteroplacental dysfunction or fetal compromise. iPathGuide analysis revealed Hltf suppresses cytolysis (10/21 genes; p-value 1.900e-12; p-value correction: Elim pruning; GO:019835) including the perforin-granzyme pathway in uterine natural killer cells. Our findings 1) prove the truncated Hltf protein isoform is a transcription factor, 2) establish a functional link between AS of Hltf and immunosuppression at the feto-maternal interface, 3) correlate intron retention with the absence of DNA methylation, and 4) underscore the importance of differential splicing analysis to identify Hltf’s functional diversity.

## Introduction

Pregnancy and malignancy share molecular mechanisms [1–3] in order to cope with environmental stress, alter the metabolomics of the microenvironment to promote growth and invasion, and achieve immune tolerance. One critical mechanism for the expansion of protein diversity in response to environmental challenges is alternative splicing (AS) [4] especially intron retention [5]. The association of AS with human placenta abnormalities and disorders of pregnancy has been validated in mouse models [6]. AS is also responsible for tumor heterogeneity [7, 8] leading to the functional success of the malignancy including chemo-resistance [9].

A second critical mechanism, which is an adaptive response to genotoxic stress, is ploidy [10]. Trophoblast stem cells of the placenta exit the mitotic cell cycle to become endoreplicating trophoblast giant cells [11]. These polyploid cells lack functional DNA damage response mechanisms [12, 13]. In the human pregnancy complication of preeclampsia, cytotrophoblasts display selective resistance to DNA damage, i.e. DNA damage is localized to the maternal side not the fetal side of the placenta [14]. Polyploidy is also a hallmark of human cancers where endoreplication improves cellular adaptation [12] and drug resistance [13].

A third critical mechanism, which is the adaptive transcriptional response to hypoxic stress − a shared component of placenta and cancer − is mediated by the HIF pathway [15]. All mouse knockout models for HIF subunits (Hif-1α, Hif-2α, or Hif-β) are embryonic lethal with abnormal placenta developmental. HIF activation leads to increased transcription of genes associated with many processes including metabolism. In response to uteroplacental hypoxia, HIF-1 upregulates glucose (GLUT or *SLC2A* gene family) transporters in invasive trophoblast [16]. HIF-1-mediated transcription promotes proliferation in tumor cells through the induction of rate limiting enzymes in the glycolytic pathway and increased expression of glucose transporters [17]. HIF-1 induction promotes angiogenesis and metastasis.

A fourth critical mechanism is the adaptive response to the immune system. Like invading tumor cells [18, 19], fetal trophoblasts encounter host cells including immune cells [20] such as macrophages, dendritic cells, NK cells and T cells. Uterine NK cells and their putative counterpart, a subset of NK cells that infiltrate the tumor microenvironment, have tolerogenic functions [21–23]. NK and uNK cells, are able to inhibit HIV-1 infection [24, 25] and they express proangiogenic activity in their respective microenvironments, i.e. either HIV-associated malignancies or placentae [26].

Alternatively spliced tumor suppressor genes like *p53* encode proteins that promote genomic stability and homeostasis in placenta [27]. Human helicase-like transcription factor (*HLTF*)–a tumor suppressor in colorectal cancer–is regulated by AS [28]. In mice, post-transcriptional RNA processing yields a full-length message isoform and a 3´-truncated message isoform. The structural domain organization of the full-length Hltf proteins in humans [29–31] and mice [32, 33] is the same. C-terminally truncated Hltf proteins encoded by the truncated message isoform retain all of the domain structure except for the DNA repair domain.

The ratio of full-length to truncated Hltf mRNA isoforms varies in murine tissues [32, 33]. In heart, where Hltf is a direct transcriptional regulator of Hif-1α, this function is attributed to the full length isoform because its ratio to the truncated isoform is 26:1 [33]. This more abundant (dominant) full-length isoform is credited with regulation of the G2/M transition of the cell cycle. Although the full-length HLTF message predominates in most tissues, there are three reported exceptions that favor synthesis of a truncated isoform. One occurs in rabbit endometrium in response to estrogen-regulation [34, 35], and the other two steroid-independent events affect the human gene in the progression of head and neck squamous cell carcinoma [36] and cervical adenocarcinoma [37]. Here we report a fourth example, normal mouse placenta, an immune privileged organ that throughout its temporary existence assumes the functions of the liver, kidneys, gastrointestinal tract, lungs and endocrine glands [38].

## Materials and methods

All studies were conducted in accord with the NIH Guidelines for the Care and Use of Laboratory Animals, as reviewed and approved by the Animal Care and Use Committee at TTUHSC [NIH Assurance of Compliance A3056-01; USDA Certification 74-R-0050, Customer 1481]. TTUHSC's IACUC specifically approved this study. All efforts were made to minimize pain and suffering. Term pregnant females received an IP injection of a Ketamine/Xylazine cocktail at 100 microliters per 20 g body weight. The cocktail contained 87.5 mg/kg Ketamine and 12.5 mg/kg Xylazine. Following surgical removal of unborn pups and their placenta, previously pregnant females were euthanized by drug overdose followed by cervical dislocation.

### Reagents and kits

Sigma-Aldrich was the source of anti-HLTF (HPA 015284 to human HLTF aa 164–300). Abcam was the source of anti-HLTF (ab183042 to human HLTF aa 950-C-terminus), anti-protocadherin gamma (pan)—C-terminal (ab187186) and anti-perforin (ab180773) antibodies. Novus Biologicals was the source of anti-Cxcr7 (MAB42273). DBA lectin (L6533), diaminobenzidine (D12384), and Harris Modified Hematoxylin (HHS16) were purchased from Sigma-Aldrich for use with Streptavidin, peroxidase conjugate (189733) from MilliporeSigma. Biotinylated goat-anti-mouse (BA-9200) and goat anti-rabbit (BA-1000) IgG antibodies and the ABC-enzyme complex were purchased from Vector Laboratories, Inc. DNeasy Blood & Tissue Kit (69506) was purchased from Qiagen for isolation of genomic DNA from tail biopsies. SequalPrep™ Long PCR Kit with dNTPs (A10498) was purchased from ThermoFisher Scientific. PCR primers were synthesized by Midland Certified Reagent Company. OmniPur agarose (2120) was purchased from Calbiochem division of EMD4Biosciences, and MetaPhor® agarose (50181) was purchased from Lonza Rockland, Inc. Promega was the source of agarose gel markers (G171A, G173A, and G176A). ZR Genomic DNA-Tissue MidiPreps (D3110) were purchased from Zmyo Research for use in conjunction with Agilent DNA Chips (5067–1522) and DNA 12000 reagents on the Agilent 2100 bioanalyzer. All protocols are accessible in protocols.io (doi: dx.doi.org/10.17504/protocols.io.pnidmce).

### Hltf null mice

Global Hltf null mice were developed in collaboration with genOway (Lyon, France) as previously described [32] and backcrossed into the C57BL/6J genomic background for 10 generations [33]. These mice were used throughout the study. For a limited comparison study, the Hltf deletion was bred into the recombinase activating gene 2 (Rag2)/common gamma (IL2rg) double knockout background, i.e. mice lacking lymphocytes (NK-, T- B-; alymphoid). Briefly, stock female [*Hltf*^*+/+*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^] mice from Taconic (4111-F) were crossed with our male [*Hltf*^*-/-*^*/Rag2*^*+/+*^*/Il2*^*+/y*^*]* mice to produce the F1 generation in which all males had the genotype *Hltf*^*+/-*^*/Rag2*^*+/-*^*/Il2*^*-/y*^. These mice were intercrossed with stock female mice [*Hltf*^*+/+*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^] to produce F2 mice fixed for the Il2rg null allele (homozygous for all offspring). Select F2 mice [*Hltf*^*+/-*^*/Rag*^*-/-*^*/Il2rg*^*-/-*^ x *Hltf*^*+/-*^*/Rag*^*-/-*^*/Il2rg*^*-/y*^] homozygous for Rag2^-/-^ and heterozygous for Hltf^+/-^ were intercrossed to yield F3 triple knockout [*Hltf*^*-/-*^*/Rag2*^*-/-*^*/Il2rg*^*-/y*^ or *Hltf*^*-/-*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^] and control [*Hltf*^*+/+*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^or *Hltf*^*+/+*^*/Rag2*^*-/-*^*/Il2rg*^*-/y*^] mice. Triple knockout and control mice are immune compromised as they completely lack T cells, B cells, and natural killer cells [39]. These mice are bred and maintained in sentinel-monitored, bioBubble™-husbandry conditions in the Laboratory Animal Resource Center (LARC) at Texas Tech University Health Sciences Center (TTUHSC).

All studies were conducted in accord with the NIH Guidelines for the Care and Use of Laboratory Animals, as reviewed and approved by the Animal Care and Use Committee at TTUHSC [NIH Assurance of Compliance A3056-01; USDA Certification 74-R-0050, Customer 1481]. TTUHSC's IACUC specifically approved this study. All efforts were made to minimize pain and suffering. Term pregnant females received an IP injection of a Ketamine/Xylazine cocktail at 100 microliters per 20 g body weight. The cocktail contained 87.5 mg/kg Ketamine and 12.5 mg/kg Xylazine. Following surgical removal of unborn pups and their placenta, previously pregnant females were euthanized by drug overdose followed by cervical dislocation.

### Genotyping

At weaning, PCR screening reactions were used to authenticate the *Hltf* null vs wild type genotype [32, 33]. The Rag2 genotyping PCR protocol was adapted from bkeelab.bsd.uchicago.edu/Rag2.pdf. Sexing of fetal mice associated with each placenta was achieved by inspection of genital tubercles, i.e. male newborn mice have a pigmented spot over the scrotum [40], and validated by PCR analysis of the sex-determining region of the Y chromosome (Sry) and myogenin (Myog) of the X chromosome in DNA isolated from fetal tail biopsies [41]. PCR primer sequences are provided in Table 1.

**Table 1:** Primers for gender identification and genotyping.

	Primer Sequence
Hltf—forward	5´-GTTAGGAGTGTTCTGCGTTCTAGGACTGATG-3´
Hltf—reverse	5´-GGGGGAGTAGAAAACTAGACGTACTGAC-3´
RagA	5´-GGGAGGACACTCACTTGCCAGTA-3´
RagB	5´-AGTCAGGAGTCTCCATCTCACTGA -3´
RagNeo	5´-CGGCCGGAGAACCTGCGTGCAA-3´
Myog—forward	5´-TTACGTCCATCGTGGACAGC-3´
Myog—reverse	5´-TGGGCTGGGTGTTAGTCTTA-3´
Sry—forward	5´-TCATGAGACTGCCAACCACAG-3´
Sry—reverse	5´-CATGACCACCACCACCACCAA-3´

### Microscopy

For histological evaluation, each uterine horn was cut between implantation sites. Placentae were peeled away from their attachment to the decidua leaving a residual mesometrial myometrium landmark, emersion-fixed in formalin-based fixatives, cut mid-sagittally and paraffin embedded cut-face down. A mid-sagittal plane is the preferred orientation for visualization of the lymphocyte-rich mural micro domain otherwise known as the mesometrial lymphoid aggregate of pregnancy [21, 42] characterized by an abundance of immune competent uNK cells. Tissue blocks were serially sectioned (4 μm). Two sections were placed on each slide and deparaffinized before staining. Beginning with the first slide, sections on every fifth slide were stained with hematoxylin and eosin (H&E) and evaluated by light microscopy. Sections on alternate slides were stained for amylase-resistant periodic acid Schiff (PAS) positive granules in uNK cells, Dolichos biflorus (DBA) lectin reaction to a glycoconjugate containing N-acetyl D-galatosamine terminal sugar moiety in the plasma membrane and granules of uNK cells, or immunostained (Hltf, protocadherin gamma, Cxcr7, perforin1). The placement of two tissue sections per slide facilitated the use of one section for positive staining, and the companion section for negative (minus primary antibody) control staining. Primary antibodies were used at the following concentrations Hltf (1:100 for HPA015284; 1:50 for ab183042), protocadherin gamma (1:5), Cxcr7 (1:10) and perforin1 (1:25). The secondary antibody was either biotinylated goat anti-mouse or goat anti-rabbit (1:200) depending upon the species in which the primary antibody was generated.

Uterine NK cells were counted (double-blind by RAH and BSC) in duplicate cross-sections from the middle of three different placentae from immunocompetent wild type and Hltf null mice. The fetal-to-placental-weight ratio was calculated from 14 control and 19 null values. Litter size was calculated from 37 null, 31 control, and 26 triple null values. All statistical comparisons were made with GraphPad Prism v7.02 (significance, p<0.05).

### Placentome (RNA-seq)

Pregnancy was determined by the presence of a vaginal plug, i.e. 0.5 day post coitum/embryonic day (dpc/E), obvious presence of embryos after day 14 of gestation, and nest building behavior. Placenta were removed at term (E18.5). Individual samples [1 term placenta/sample x 5 biological replicates for test and control littermate female mice = 10 total samples] were flash frozen and sent to Otogenetics Corp. (Norcross, GA) for RNA-seq assays as previously described [32, 33]. Paired-end 100 nucleotide reads were aligned (mapped, averaged 53.68%) to genomic assembly mm9 (S1 Table) and analyzed using the platform provided by DNAnexus, Inc. (Mountain View, CA) to generate an unbiased gene expression analysis report of RNA-seq; AS analysis of Hltf; mutation/RNA-editing analysis and parallel comparison of expression profiles between null and control samples. The power in detecting AS was dramatically increased by paired-end sequencing relative to single-end sequencing. FPKM (fragments per kilobase of transcript per million mapped reads) were mapped against mm9 with Tophat (V1.3.3) to obtain .bam mapping files that were input into Cufflinks for transcript assembly. Cuffdiff (V 1.3.0), part of the Cufflinks package, uses the alignment reads for rigorous statistical comparison of two conditions (null, control) and five replicates for each condition. Data were imported into iPathwayGuide (Advaita Corporation 2017) a next-gen pathway analysis tool. Standard enrichment parameters (0.6, p<0.05) were used. iPathwayGuide sets a default minimum threshold log fold change (logFC) of 0.6 for inclusion. All RNA-seq data in this publication are accessible through NCBI's Gene Expression Omnibus (GEO) Series accession number GSE114146 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114146).

### Methyl-MiniSeq™ Epiquest analysis

Individual samples [1 term placenta/sample x 3 biological replicates for null and control mice = 6 total samples] were flash frozen prior to DNA isolation and purity assessment using the Agilent Bioanalyzer. Genomic DNA was sent to Zymo Research (Irvine, CA) for Full Service Methyl-MiniSeq Epiquest analysis. Genomic DNA was subjected to DNA fragmentation, endo modification, adaptor addition, bisulfite conversion, limited amplification, and Illumina HiSeq2000 sequencing. Paired-end reads were aligned (mapped) to genomic assembly mm10 (S2 Table). Nine data sets were generated for each sample: one each for CpG islands, gene promoters, and gene bodies (according to USCS browser GCRm38/mm10 assembly annotations) in CpG, CHG, and CHH contexts.

Samples were grouped based on similarity for the top 100 differentially methylated CpG, CHG, and CHH sites covered in the assay. These genes were subjected to gene ontology analysis with DAVID (Database for Annotation, Visualization and Integrated Discovery) v6.7 to analyze gene enrichment within biological processes. DAVID analysis is agnostic to the direction of methylation change. It included sites that were significantly different for either hypo- or hyper-methylation. Methy-MiniSeq data as discussed in this publication have been deposited in the same GEO Series accession number GSE114146 as the RNA-seq data.

## Results

### Transcriptomic profiling of the E18.5 term placenta

Hltf is alternatively spliced. RNA processing yields a full-length message isoform (4955-bp; exons 1–25) and a 3´-truncated isoform (3059-bp; exons 1–21 with exon 21 extended via an intron retention event) in mouse brain [32] and heart [33]. DNAnexus AS analysis quantified the usage of each exon and each possible splice junction for Hltf in RNA-seq samples from immunocompetent control placentas. As shown in Fig 1, the truncated splice variant is exclusively expressed in term placenta (Fig 1).

**Fig 1:**
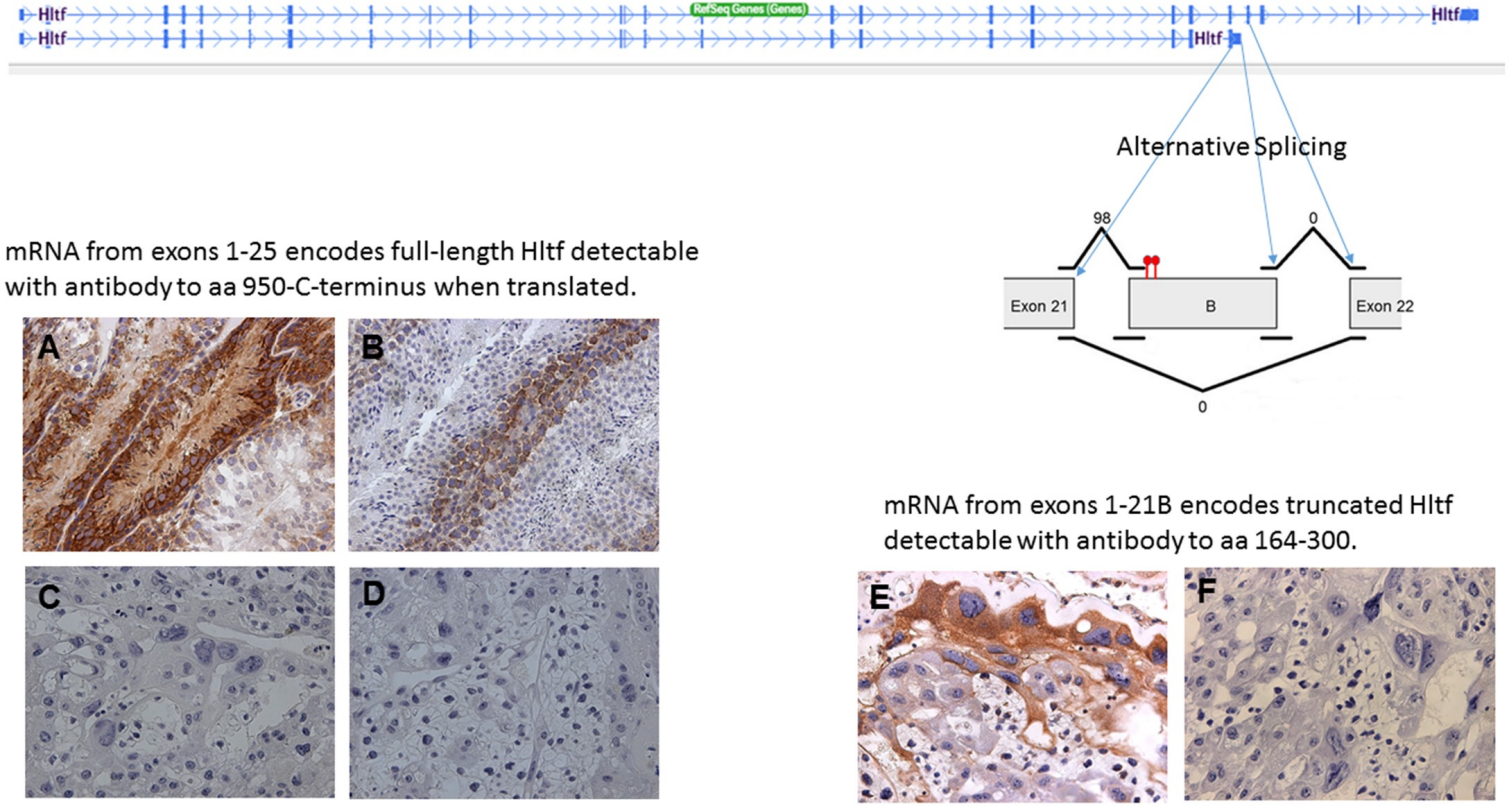
Isoform discovery and alternative expression of Hltf. A diagram illustrating the intron retention event at exon 21 resulting in the formation of exon 21B. Cufflinks assembled the five control transcripts and estimated their abundance. Then cuffdiff tested for differential Hltf isoform expression based on exon and junction read counts. Exon 21 was joined (98 total reads) with intron B to form exon 21B; however, neither exon 21 nor intron B were joined (0 reads) to exon 22. The diagram shows the tandem stop codons (red) in exon 21B that terminate protein translation. Positive immunolabeling of the C-terminus of Hltf in secondary spermatocytes in seminiferous tubules of rat (A) and mouse (B) testis compared with the absence of immunolabeling to the C-terminus of Hltf in placenta (C; negative control D) confirms no full-length Hltf protein is expressed in any cell types of the placenta. Alternatively, immunolabeling with an antibody to amino acids (aa) 164–300 that are common to all known Hltf protein variants confirms the abundance of truncated Hltf protein in placenta (E; negative control F). 40x magnification.

In this study, **157** differentially expressed genes were identified out of a total of **11538** genes with measured expression (S3 Table) in immune competent control vs null placenta. These data were analyzed in the context of pathways obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Release 81.0+/01-20, Jan 17), gene ontologies from the Gene Ontology Consortium database (2016-Sep26), and diseases from the KEGG database (Release 81.0+/01-20, Jan 17). The top biological process is cytolysis (GO:0019835; p = 1.900e-12), serine-type endopeptidase activity is the top molecular function (GO:0004175; p = 8.700e-7), and extracellular space (GO:0005615; 1.700e-9) is the top cellular component.

### Regulation at the feto-maternal interface

As shown in Fig 2A, Hltf deletion revealed the role of Hltf in trophoblast-specific gene transcription. Hltf deletion caused up-regulation of invasive trophoblast giant cell markers (*Prl4a1*, *Prl2c1*), increased transcriptional availability of the syncytiotrophoblast cell markers glial cell missing-1 (*Gcm1*) and Syncytin-A (*Syna*), but decreased transcription of *Ctsq* (sinusoidal trophoblast giant cell marker). Of the three placenta layer-specific markers, *Syna* is a gene of retroviral origin [43]. Importantly, then, transcriptional availability of *Cxcr7* (Fig 2B), a putative co-receptor for HIV-1, HIV-2 and simian immunodeficiency virus (SIV) strains [44], was increased (p = 0.004) concomitant with increased Cxcr7 protein in Hltf null trophoblasts at the feto-maternal interface (Fig 3).

**Fig 2:**
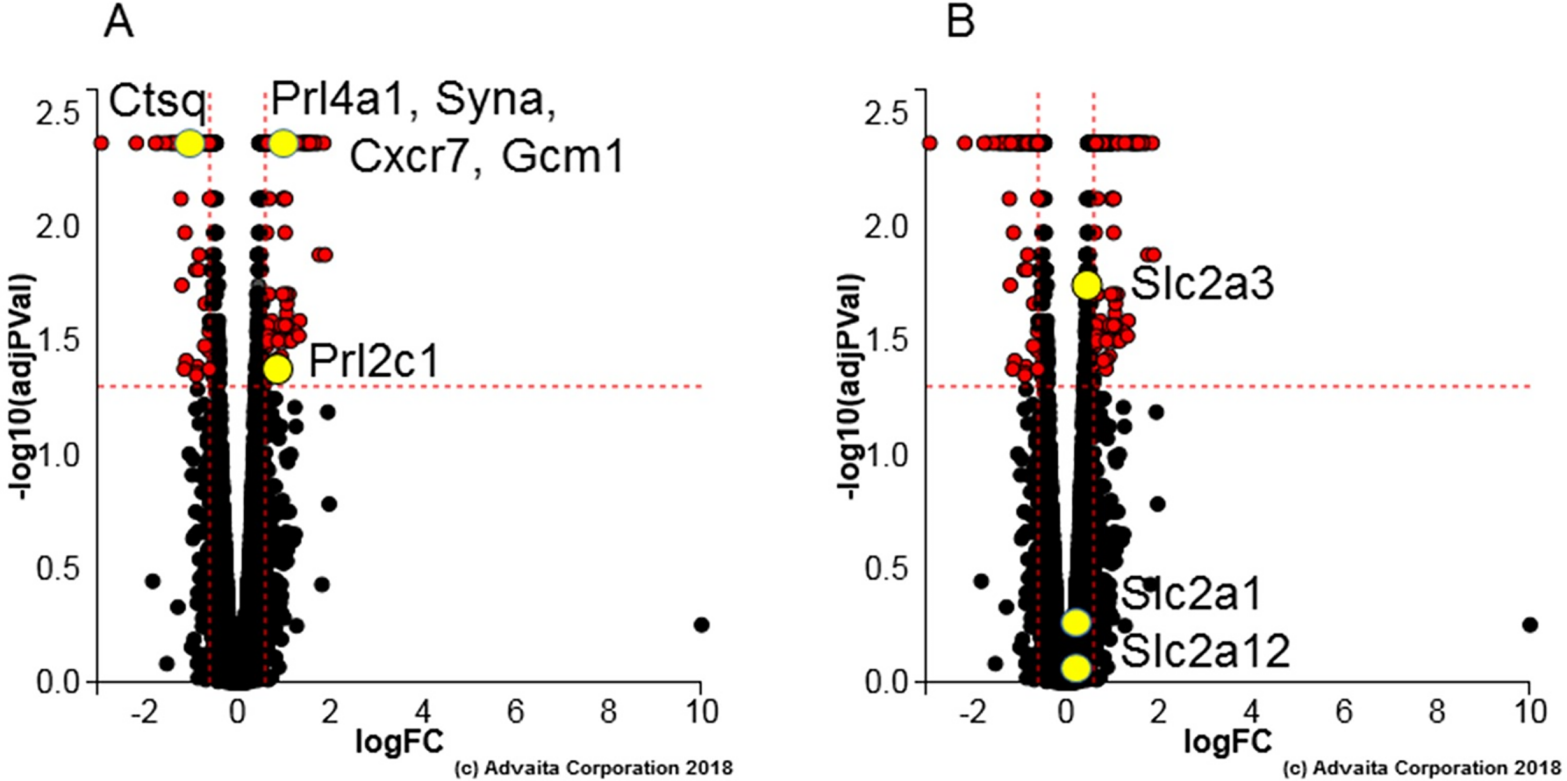
**Volcano plots:** Differential expression (DE) of (A) trophoblast lineage markers [*Prl2c1*, *Ctsq*, *Prl4a1*, *Syna*, *Cxcr7* and *Gcm1*] and (B) glucose regulators [*Slc2a1* (Glut 1), *Slc2a3* (Glut 3), and *Slc2a12* (Glut 12)] is represented in terms of their measured expression change (x-axis) and the significance of the change (y-axis). *Prl4a1*, *Gcm1*, *Syna*, and *Cxcr7* are represented by a single yellow dot because they share the same change in gene expression (p = 0.004) compared to their matched controls. Significance is represented in terms of the negative log (base 10) of the p-value, so that more significant genes are plotted higher on the y-axis. The dotted lines represent the thresholds used to select the DE genes: LogFC = ***0*.*6*** for expression change and ***0*.*05*** for significance (p-value shown in terms of the negative log (base 10) value).

**Fig 3:**
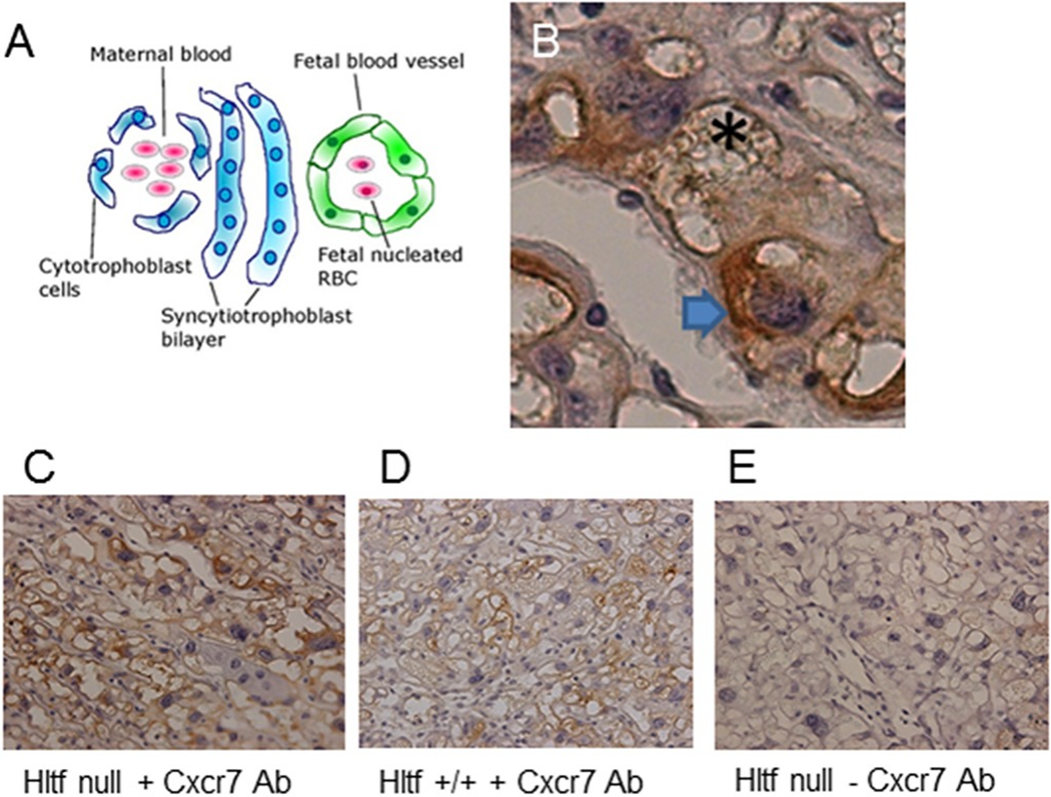
Trilaminar trophoblast structure of the feto-maternal interface. The diagrammatic representation (A) is provided as a guide to understanding Cxcr7 protein localization on the maternal side (arrow) of Hltf null trophoblast (B) with fetal capillary (asterisk). Increased Cxcr7 protein in Hltf null (C) compared to control (D) placenta. Minus primary antibody (E) in Hltf null placenta shows negligible immunostaining. 40x magnification.

As shown in Fig 2B, iPathway analysis revealed a negligible effect of *Hltf* deletion on the expression of the facilitated glucose transporter *Slc2a1*, and the insulin-sensitive glucose transporter *Slc2a12*. However, the effect of Hltf deletion on the expression change (0.453) for the constitutive glucose transporter *Slc2a3* with p = 0.018 initially seemed problematic. Although the p value was significant, the expression change did not meet the default minimum threshold log fold change (logFC) of 0.6 for inclusion. Additional analyses showed there were no accompanying differences in System A amino acid transporters (S3 Table). Most importantly there were no measurable differences the classical hallmarks [45, 46] for adverse pregnancy outcomes, i.e. placental weight or shape, fetal/placental weight ratios, or newborn weights (Fig 4). The finding of fetal normalcy supports our conclusion that neonatal lethal phenotype is not caused by changes in placental nutrient transport.

**Fig 4:**
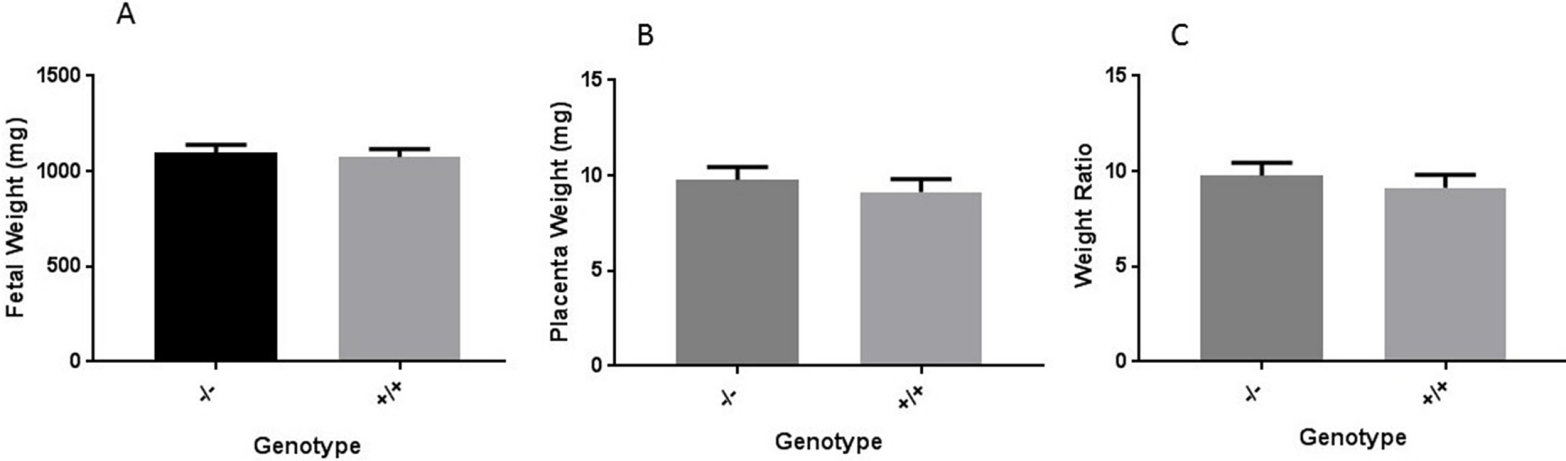
The effect of Hltf deletion on the fetal-to-placental-weight ratio. Fetal weight (A), placental weight (B) and fetal/placental weight ratios (C) were unaffected by *Hltf* deletion. Statistics for *Hltf* -/- animals were: fetal weight (n = 18), placental weight (n = 28) and ratio data (n = 18 paired values). Statistics for *Hltf* +/+ animals were: fetal weight (n = 19), placental weight (n = 26), and ratio data (n = 19 paired values). Values in each category were compared with Student’s *t*-test (significance, p<0.05). The histograms show data are not different (p>0.05).

### Hltf represses transcription of genes in the innate immune system

Immune competent uNK cells peak at gestational day (gd) 10–12, and begin to decline on or about gd15 [47]. As late as gd18.5 Hltf is a transcriptional repressor of the cytolytic perforin-granzyme pathway (10/21 genes; p-value 1.900e-12; p-value correction: Elim pruining) in uterine natural killer (uNK) cells (Fig 5).

**Fig 5:**
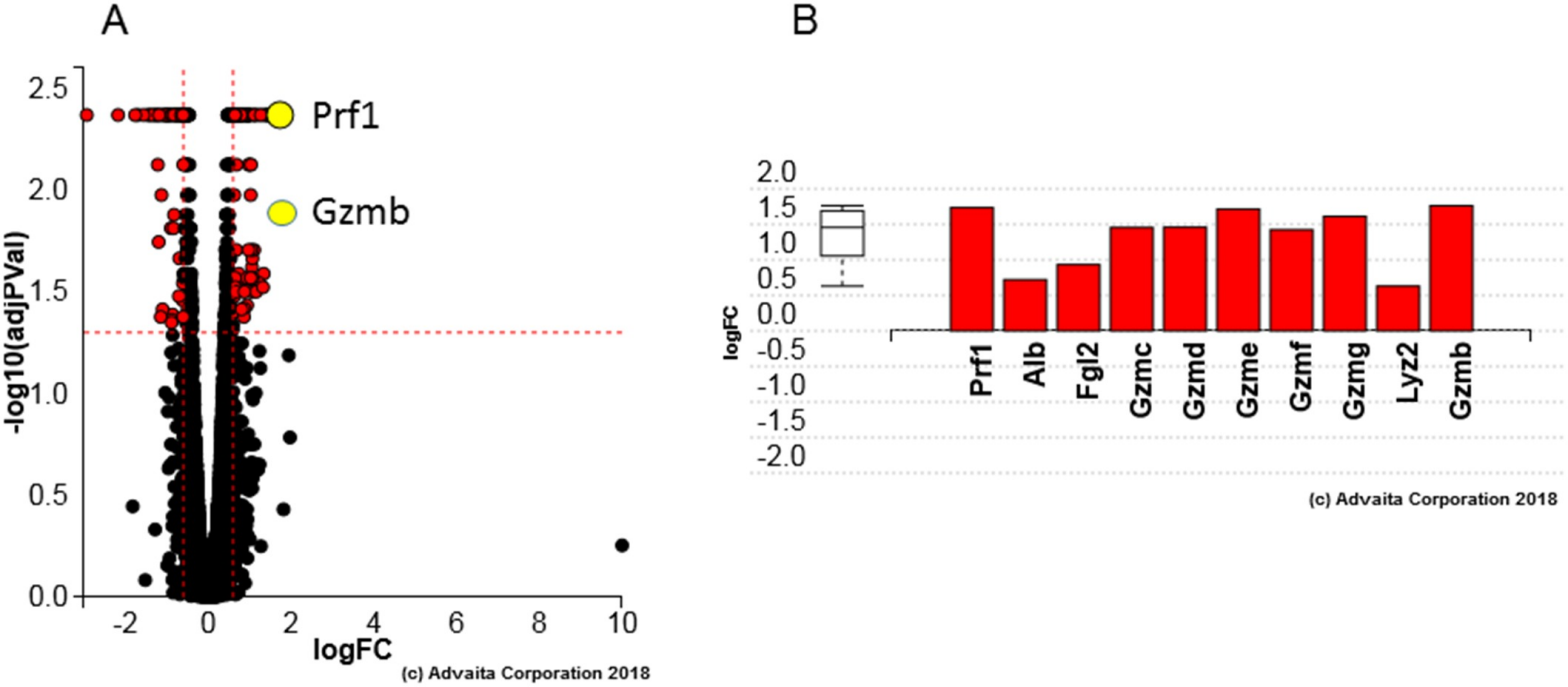
**Gene measured composite volcano and expression bar plots:** A. Volcano plot highlighting increased expression of perforin 1 *(Prf1*) and granzyme B (*Gzmb*) when *Hltf* is deleted. B. All the differentially increased genes [perforin1 (*Prf1*), albumin (*Alb*), fibrinogen-like protein 2 (*Fgl2*), granzymes (*Gzmb-Grzmg*) and lysozyme 2 (*Lyz2*)] that are annotated to cytolysis are ranked based on the significance of their measured logFC. The box and whisker plot on the left summarizes the distribution of all the differentially increased genes that are annotated to this GO:0019835 term. The box represents the 1st quartile, the median and the 3rd quartile.

Quantification of uNK cell populations on gd18.5 showed there was no effect of Hltf deletion on uNK cell numbers per section (controls 197.8 ± 23.09 vs null 155.3 ± 24.04, p = 0.2494). This finding is consistent with the fact that there was no change in the transcriptional availability (S3 Table) of stromal cell genes (*Cxcl10*, *Cx3cl1*, and *Ccl2*) that promote migration of peripheral uNK cells. As shown in Fig 6, DBA lectin was used to identify both granule-rich and granule-depleted Hltf-positive uNK cells due to its specificity for glycoconjugate containing N-acetyl D-galactosamine terminal sugar moiety in the plasma membrane and granules [48]. Amylase-resistant PAS staining was used to identify both DBA- and DBA+ cells [49]. As shown in Fig 5, when Hltf is silenced, transcription of the genes for perforin, a pore forming cytolytic protein, and serine proteases (granzymes B-G) is increased along with increased transcription of other members of the innate immune system: lysozyme (*Lyz2*), albumin (*Alb*) and fibrinogen-like protein 2 (*Fgl2*). Increased immunolabeling for perforin (Fig 6) is commensurate with increased perforin gene transcription (RNA-seq). However, silencing Hltf did not trigger cytosolic release as there was negligible evidence of degranulation in uNK cells in either Hltf null or control placentae. These data confirm the immunoprotective role of Hltf in placenta.

**Fig 6:**
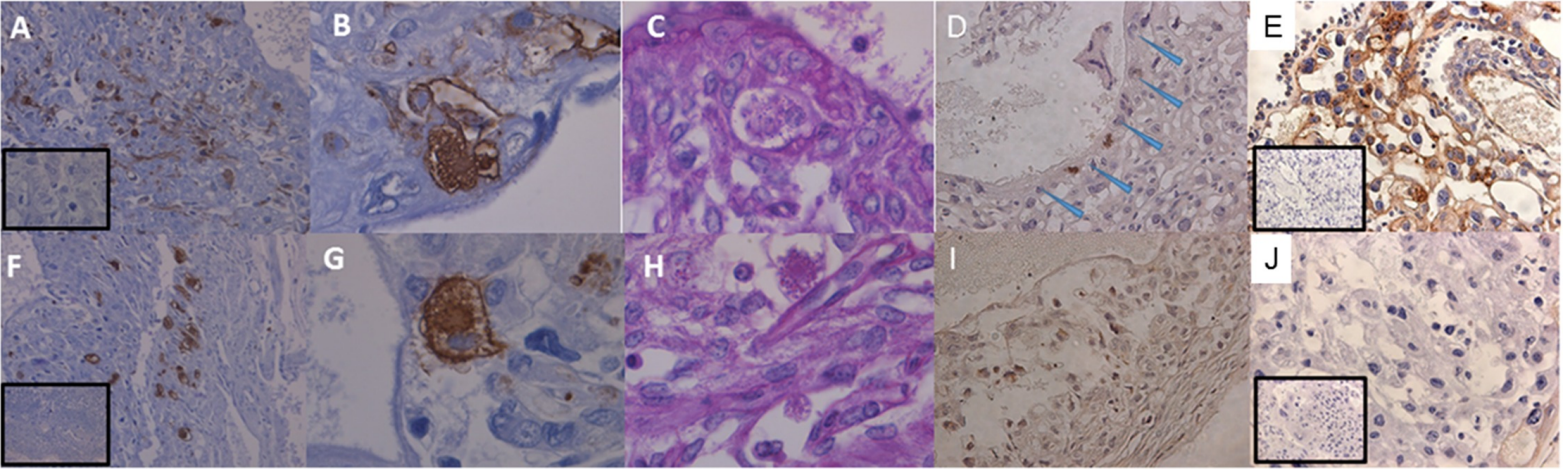
Photomicrographs of histological sections of mouse placenta on gd18.5. Sections from wild type (A-E) and Hltf null (F-J) placentae show widespread DBA-lectin reactivity for uNK cells at 10 X magnification (A, F). Comparisons at 40 X magnification of DBA-lectin reactivity for uNK cells (B, G) and amylase-resistant PAS positive uNK cells (C, H) show abundant cytoplasmic granules contained within the cellular membranes. Immunolabeling (20 x magnification) for perforin is negligible in uNK cells from wild type (D; blue arrows) compared with Hltf null (I). Immunolabeling (20 x magnification) for Hltf shows both nuclear and cytoplasmic staining throughout the wild type (E) placenta compared to the complete absence of Hltf protein in the null placenta (J). All insets are negative (minus primary antibody) controls.

Uterine NK cells are the dominant lymphocytes with a role in angiogenesis during decidualization [20, 21]; however, there was no increase in the transcriptional availability (S3 Table) of angiogenic growth factors (*Vegf-C*, placental growth factor, angiopoietin-1 and -2, or *Tgfβ1*). Moreover, breeding the *Hltf* null deletion into the *Rag2/Il2*-null background, which is genetically deficient for NK/uNK cells, allowed us to evaluate the effects of *Hltf* silencing on the placenta in the absence of uNK cells. Litter sizes for *Hltf* null, *Hltf*+/+, as well as immunocompromised mice with and without Hltf deletion [*Hltf*^*-/-*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^ and *Hltf*^*+/+*^*/Rag2*^*-/-*^*/Il2rg*^*-/-*^] was not different with gestation averaging 18.5–19 days and the number of live born pups averaging 6–8.

### Methyl-MiniSeq Epiquest analysis

Genome-wide methylation profiling at single-base resolution was performed to determine whether DNA methylation accompanied intron retention to form exon 21B, whether deleting *Hltf* altered DNA methylation patterns, and whether differentially methylated regions (DMRs) coincided with changes in transcriptional regulation of Hltf target genes. EpiQuest sequencing from Zymo Research was used to investigated changes in all three genome-wide cytosine methylation contexts, i.e. GpG, CHG and CHH, where H is A,T, or C but not G. The average depth of CpG coverage was 13-17x, and the bisulfate conversion rates were 99% for all the samples (S2 Table). 

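Methylation was profiled in 3 control (Hltf +/+) and 3 Hltf null (Hltf -/-) placentae from gestation day 18.5, with 1 placenta per sample. Methyl-MiniSeq is an expanded form of reduced representation bisulfite sequencing. Bisulfite turns unmethylated cytosine into uracil, which is read as thymine, so a cytosine that survives conversion is scored as methylated, and only a CpG-rich fraction of the genome is sequenced. The paper's S2 Table gives 39530119 to 41800153 read pairs per control sample (median 40741707) and 35411784 to 42954559 per Hltf null sample (median 40456588). The paper's count of unique CpGs was 4453769 to 4488110 in the control samples and 4335448 to 4462078 in the Hltf null samples, with 55 to 57% of read pairs mapped in both groups. The lowest and the highest average coverage that the paper lists both belong to Hltf null samples. Alignment was to mm10, with Bismark as the aligner according to the submitters' processing notes.
The data analysed here were the authors' functional annotation tables, 1 for each cytosine context, which DAVID made from the genes of the top 100 differentially methylated sites without regard to whether methylation rose or fell. These tables hold gene names and counts of genes per annotation term. They hold no site position, no methylation level and no value per placenta, so the size of a methylation difference and its spread between placentae are not reported here. The p-values given for these tables compare a gene list with the mouse genome and do not measure the variation between placentae. According to the authors' deposited tables, the list comprised 83 gene records for CpG, 91 for CHG and 88 for CHH. The tables name 76, 79 and 75 genes, and 10, 12 and 13 records of the 3 lists fall in no listed term and are not named. All of the named genes were located in the RefSeq annotation of GRCm38/mm10, 3, 1 and 2 of them by an older symbol. For each term, the fold enrichment and the EASE score were recomputed from the number of list genes and genome genes with and without the term. The EASE score is a one-sided Fisher exact test in which the list count is reduced by 1. The recomputed p lay within 1% of the p in the authors' deposited tables in all 201 CpG, 170 CHG and 126 CHH term entries. DAVID takes all annotated mouse genes as the background, whereas only genes with a covered cytosine could enter a list.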

As shown in S1 Fig, the intron retention event responsible for the intron-retaining transcripts occurs in the absence of any cytosine methylation. 

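The genes behind the top differentially methylated CpG sites of control and Hltf null placentae belonged to several groups, of which the protocadherin gamma genes on chromosome 18 were the largest family. The CpG table names 64 other genes. Genes of homeostatic process comprised Atp1a3, a catalytic subunit of the sodium-potassium pump, the sodium-proton exchanger Slc9a1, glutathione reductase (Gsr), Pcsk9, which directs the degradation of the LDL receptor, and the nuclear receptor Ppard, with Clns1a, Ncor2, Pou3f1, Prkdc and Rpa1. These 10 genes were 4.08-fold more frequent than in the genome (EASE Fisher p = 0.00058, and 0.12 for the 4 genes of ion homeostasis), and the Benjamini value in the authors' deposited table was 0.069. Genes of the term nucleoplasm part included the homeobox factors Barx2 and Irx4, the POU factor Pou3f1, the lymphoid factor Ikzf1, the histone demethylase Kdm6a and the corepressor Ncor2 (3.48-fold, EASE Fisher p = 0.0069). The nucleoplasm term itself, with the same 8 genes, was weaker (2.98-fold, EASE Fisher p = 0.015). Proteins with an SH3 domain, which binds proline-rich peptides, were Macf1, Obscn, Pacsin3, Pstpip1 and Sh3tc2 in the UniProt annotation (7.68-fold, EASE Fisher p = 0.0039), whereas InterPro and SMART give the domain to the last 3 only (3.46-fold, p = 0.21, and 2.65-fold, p = 0.30). Genes of chordate embryonic development were Cited1, Esrrb, Ncor2, Ndst1, Prkdc and Rpa1 (3.40-fold, EASE Fisher p = 0.029), with weaker terms beside it for in utero development (4 genes, p = 0.097) and embryonic organ development (3 genes, p = 0.26). None of these 4 groups passed a Benjamini value of 0.05 in the authors' deposited table. With adjustment over the listed terms alone, homeostatic process (p = 0.0059 by the EASE Fisher test) and the UniProt SH3 term (p = 0.037) did, and with the protocadherin gamma locus counted once only homeostatic process did (0.034, and 0.12 for SH3). Also with the locus counted once, but adjusted over the number of terms DAVID tested, homeostatic process did not pass (EASE Fisher test, adjusted p = 0.11). That adjustment was added after seeing the data. In all, 16 terms without a protocadherin gamma gene had an unadjusted p under 0.05.
Of 13 trophoblast genes listed before the tables were opened, 1 was present, Esrrb, an orphan nuclear receptor of trophoblast stem cells on chromosome 12 from 86361117 to 86521628 (18.1-fold, one-sided Fisher exact test, p = 0.054, adjusted p = 0.62). The table also names the System A amino acid transporter Slc38a1 on chromosome 15 from 96571418 to 96643438, the catenin Ctnna3 on chromosome 10 from 63430098 to 65003667 and the cadherin Cdh22 on chromosome 2 from 165111501 to 165234924. These 3 genes are printed in S4 Table, which had been read when their lists were written, so no test is given for them. The paper states that site-specific methylation of the System A transporters was unaffected by Hltf deletion, whereas Slc38a1 is among the genes of the top CpG sites. No methylation level is available here, so the size of any difference at Slc38a1 is not known. Hltf itself, on chromosome 3 from 20057808 to 20118491, was named in no table.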

The heat map with hierarchical clustering (Fig 7), showed altered patterns of CpG DNA methylation occurred in response to *Hltf* deletion. DAVID analysis in which GO terms for CpG sites with a count of at least 9 genes and an enrichment score greater than 5 revealed protocadherin gamma isoforms A1-8 and B1, 2, 4 and 5 were most dramatically affected, i.e. 156-fold enrichment (S4 Table). 

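Protocadherin gamma genes made up 9 of the 73 CpG gene records with an InterPro annotation in the authors' deposited table (12.3%, exact 95% confidence interval 5.80 to 22.1%), against 14 of 17763 records in the mouse genome (0.0788%). A random list of this size would hold 0.0575 of them, and the recomputed enrichment was 156.4-fold (EASE Fisher p = 1.4e-16). The interval and the p take the 9 records as independent draws, whereas their genes overlap at a single locus. The 9 records are listed under 12 gene names, Pcdhga1 to Pcdhga8, Pcdhgb1, Pcdhgb2, Pcdhgb4 and Pcdhgb5, which encode calcium-dependent adhesion proteins of the cell surface. Related terms were enriched with them, such as the N-terminal cadherin domain (44.7-fold, EASE Fisher p = 1.9e-11) and homophilic cell adhesion (20.4-fold, EASE Fisher p = 1.0e-09). Cdh22, a classical cadherin, was the only other gene in the homophilic cell adhesion term. In cell-cell adhesion (12.1-fold, EASE Fisher p = 2.6e-09) the other genes were Cdh22, Ctnna3 and Barx2, and in calcium ion binding (3.69-fold, EASE Fisher p = 6.3e-05) they were Cdh22, Clgn, Macf1, Pcsk9 and Scube3. Annotation cluster 1, which joins these terms with other membrane terms, comprised 22 terms, of which 20 name the protocadherin gamma genes, and its recomputed enrichment score was 5.02. By the Benjamini value of the authors' deposited table, 18 CpG terms were under 0.05, and all 18 name these 12 genes.

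**Figure D1:**
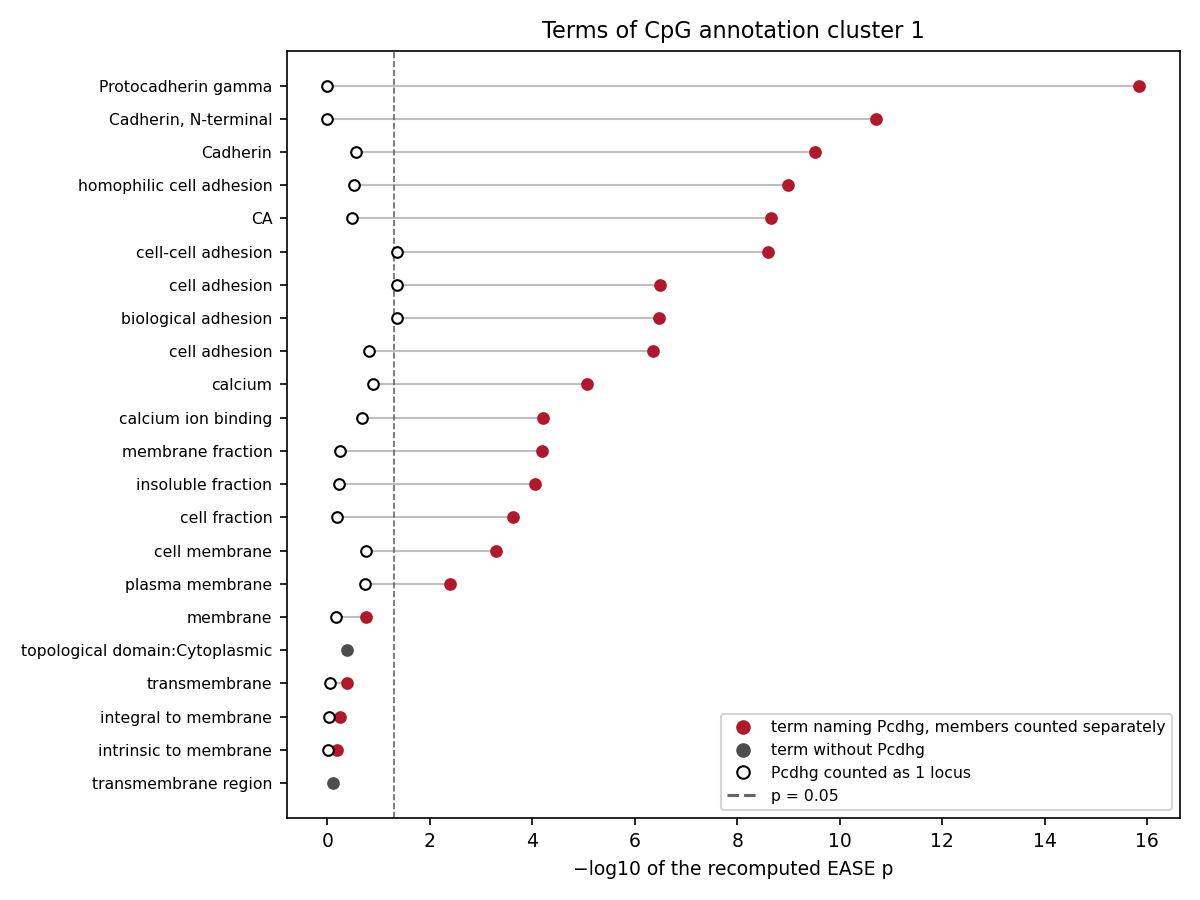
Recomputed EASE p, as -log10 on the horizontal axis, of each term of CpG annotation cluster 1 with the protocadherin gamma genes counted separately (filled points, red for terms that name them and grey for terms that do not) and as 1 locus (open points). The protocadherin gamma term lies farthest right with separate counting and at 0 as 1 locus, where a count of 1 sets it, and the dashed line marks a p of 0.05.

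The 12 genes overlap one another at a single locus, and with the locus counted once the cluster's enrichment score was 0.498, and the number of CpG terms under 0.05, with adjustment over the listed terms, went from 21 to 1, on the assumption that all 14 population records belong to each term that names them. The protocadherin gamma term then has a count of 1, for which the EASE p is 1 whatever the data, because the score takes 1 from the count. The N-terminal cadherin term likewise falls to 1 locus, and the homophilic cell adhesion term to 2. Part of the fall in the enrichment score is therefore set by the counting rule. The paper applies its thresholds for gene count and enrichment score to the CpG terms and, from the resulting fold enrichment, states that the protocadherin gamma isoforms were the most affected.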

Surprisingly, these changes in site-specific DNA methylation were unaccompanied by altered transcription or differential splicing. However, as shown in Fig 8, nuclear localization of the C-terminal domains common to all protocadherin gamma proteins [50, 51] is evident in cells from sections of wild type control labyrinth, and negligible in cells of the labyrinth of *Hltf* null placenta. This effect of *Hltf* deletion occurs in the absence of any change in the transcriptional availability (S3 Table) of either of the two major components (MMPs, γ-secretase) responsible for this proteolytic processing [51].

**Fig 7:**
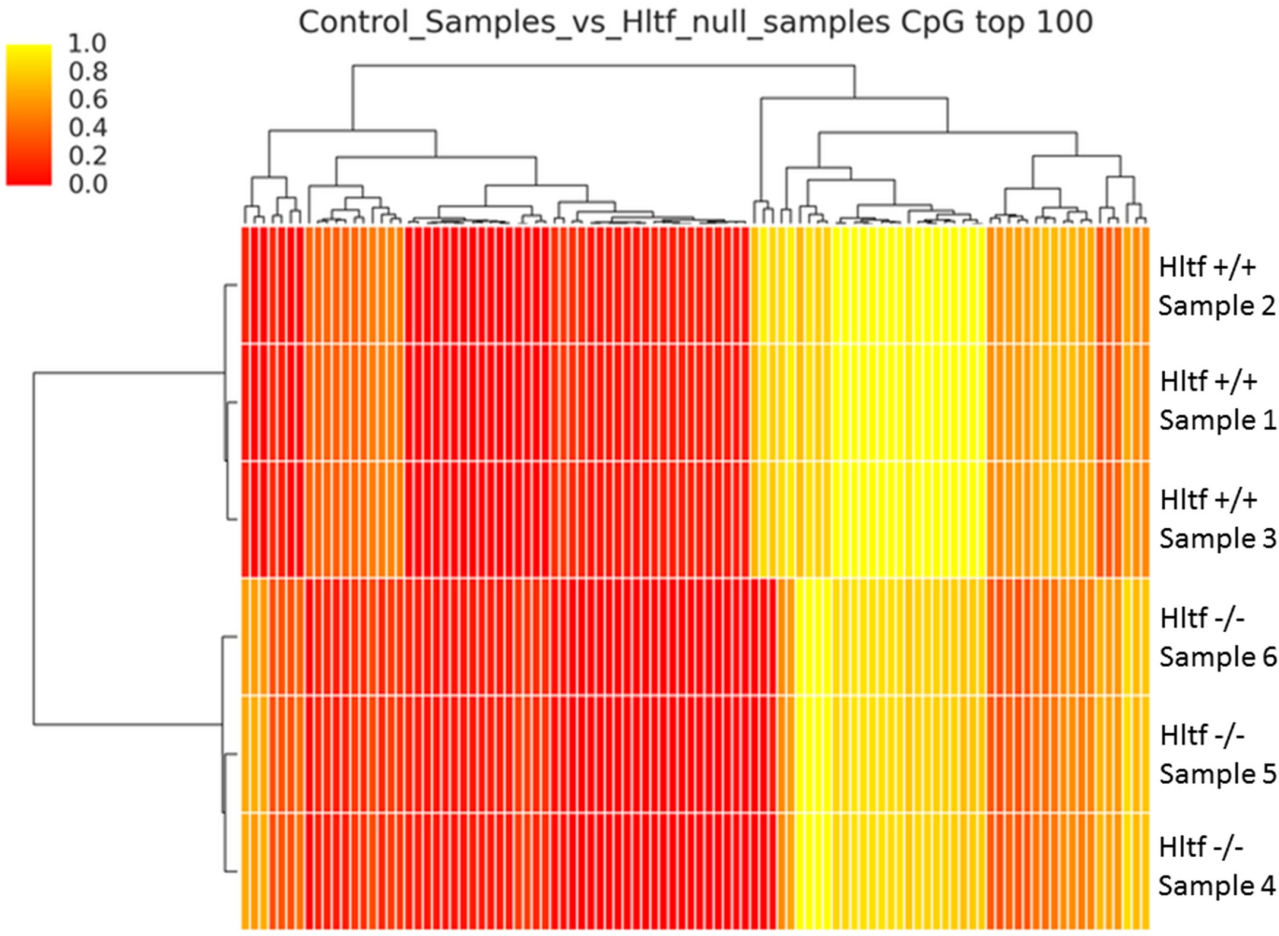
Heat map. Hierarchical clustering of control (1–3) vs *Hltf* null (4–6) samples grouped according to similarity for the top 100 differentially methylated CpG sites covered by EpiQuest Genome-wide DNA methylation analysis. The color gradation from yellow (high) through orange (intermediate) to red (low) indicates the levels of DNA methylation.

**Fig 8:**
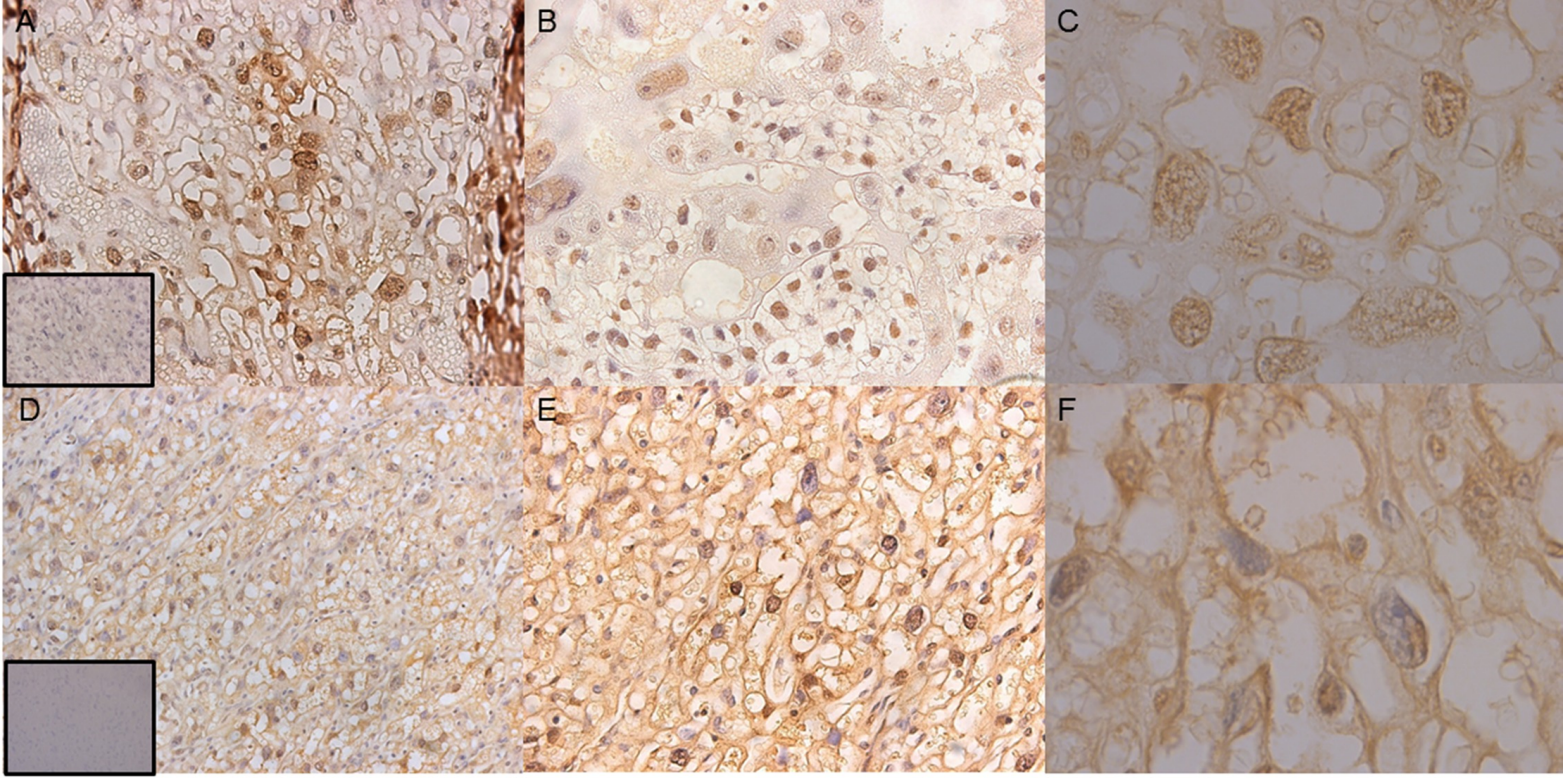
Nuclear localization of protocadherin gamma in trophoblasts. Proteolytic processing by γ-secretase precedes nuclear localization of the C-terminal domains common to all γ-protocadherin adhesion proteins. Immunolabeling with an antibody to the C-terminal domain of all γ-protocadherin proteins shows extensive nuclear localization of the proteolytic fragment in wild type control (A-C) compared with staining on the inner, cytoplasmic, side of the cell membrane, diffuse cytoplasmic stain and generally negligible nuclear staining in *Hltf* null (D-F) placenta. Magnifications are A, D 20X, B, E 40X, C, F 100X oil emersion.

## Discussion

AS increases proteomic diversity; however, for most genes there is a paucity of experimental validation of isoform-specific function [52]. Mice [32, 33] and rabbits [34, 35] have two HLTF splice variants, a full-length message isoform and a 3´-truncation isoform that results from an intron retention event. As shown in Fig 1, the retained intron contains in-frame tandem stop codons, which distinguishes it from an exitron (exonic intron) that is characterized by the absence of stop codons [53, 54]. Wong et al [55] recently reported intron retention is mediated by DNA methylation. Our findings are consistent with their conclusions, i.e. the absence of DNA methylation near the splice junctions of Hltf promotes intron retention. However, intron-retaining transcripts frequently contain premature termination codons that cause their removal by nonsense-mediated decay (NMD) thereby reducing gene expression and cellular differentiation. In contrast, AS of Hltf in placenta is a model in which gene expression and cellular differentiation are mediated by functional Hltf protein from intron-retained transcripts that are not lost to NMD. This is an important distinction because in our model no full-length transcripts are produced.

We are the first to identify the mouse placenta as an *in vivo* model in which to study the function of the Hltf 3´-truncation isoform that encodes a protein capable of transcriptional regulation but is theoretically incapable of DNA damage repair. In this context, Hltf promotes immune homeostasis through suppression of the innate immune system at the fetal-maternal interface and may have contributed to the evolution of the mammalian placenta. Certainly, the absence of DNA repair would support a permissive environment for endoreplication. Moreover, the absence of adequate DNA damage repair mechanisms necessary to placenta development helps explain the defective repair response in a variety of human scenarios such as smoking-exposed placentae [14].

*HLTF* is a tumor suppressor silenced by promoter hypermethylation [28]. Although the reason for epigenetic *HLTF* silencing is unknown, it is assumed the elimination of HLTF’s DNA damage repair function benefits tumor progression. Recent studies showed HLTF is targeted for ubiquitination by viral protein R (Vpr) expressing immunodeficiency virus (HIV-1) [56, 57]. Surprisingly, HLTF deficiency did not trigger DNA-damage checkpoint. Perhaps it is the loss of HLTF as a transcription factor that is of paramount importance rather than its role in DNA damage repair.

Uteroplacental blood flow and the expression of specific transporter genes mediate nutritional effects on fetal growth [58, 59]. Molecular mechanisms controlling placental transporters are incompletely understood; however, altered nutrient transport causes pathophysiological fetal growth including intrauterine growth restriction (IUGR) and large for gestational age (LGA, macrosomia). Placental size and weight are important indicators of nutrient transport [45, 46]. The fetal to placenta weight ratio is an indicator of nutrient transporter efficiency because fetal and placental weight in humans and mice are positively correlated near term. As the primary energy substrate for growth of fetus and placenta, maternal glucose is supplied from the maternal circulation. Altered expression of glucose transporters causes fetal hypoglycemia [58, 59]. Because *Hltf* null mice become hypoglycemic after birth, it was important to test the effects of *Hltf* deletion on transcriptional availability of nutrient transporters in placenta. The negligible effect of *Hltf* deletion on the expression of glucose transports as well as System A amino acid transporters, also known to modulate fetal under- or overgrowth [60], in placenta allows us to eliminate the effects of *Hltf* deletion on these nutrient transporters on the perinatal lethal phenotype.

Clustered protocadherins consist of three gene families designated *Pcdhα*, *Pcdhβ*, and *Pcdh*γ [50, 51].The mouse protocadherin-γ gene cluster is part of a tandem array on chromosome 18. 

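In GRCm38/mm10 the protocadherin gamma cluster lies on chromosome 18 from 37661775 to 37841873, a span of 180099 bp on the plus strand. RefSeq places 22 genes there, of which Pcdhgb8 is annotated as a transcribed pseudogene. Each gene begins with a variable exon of its own, of 2499 to 2961 bp, and runs to the 3 constant exons between 37825021 and 37841873, so that every gene body contains the variable exons of all members downstream of it. Pcdhga1, the first gene, has its variable exon from 37661775 to 37664365, and Pcdhgc5, the last, from 37819546 to 37822134.
The 12 genes named in the CpG table of control and Hltf null placentae were the first 12 in genomic order, from Pcdhga1 to Pcdhgb5, and the 10 genes from Pcdhga9 to Pcdhgc5 were not named. Their gene bodies share a stretch of 5965 bp, from the start of Pcdhgb5 at 37730971 to 37736935, that lies in all 12 of them and in 0 of the other members. This stretch holds the variable exon of Pcdhgb5 (2589 bp) and the intergenic part of its first intron before Pcdhga9, whose variable exon starts at 37736936. It contains 162 CpG dinucleotides, of which 143 fall in the Pcdhgb5 variable exon. The density there is 5.52 CpGs per 100 bp, compared with 0.563 in the rest of the stretch and 1.88 over the whole cluster. The density of the other variable exons was not computed, so these values do not set the Pcdhgb5 exon apart from them. The tables give genes and no site positions, so the place of the differentially methylated sites within the cluster is not known from them.

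**Figure D2:**
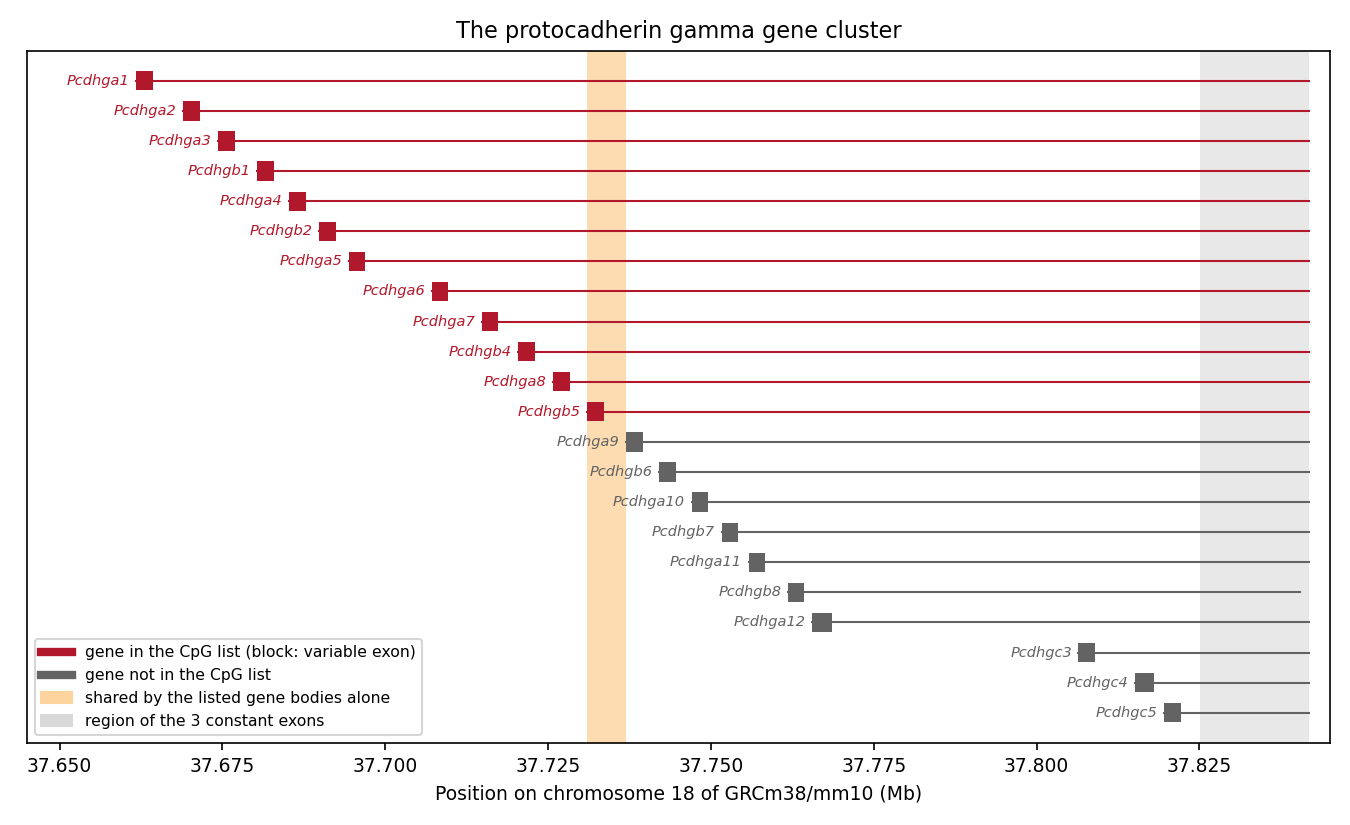
Map of the protocadherin gamma cluster on chromosome 18 of GRCm38/mm10, to scale in Mb, with 1 line per gene body and a block for its variable exon. Genes named in the CpG table are red and the others grey. The orange band from 37730971 to 37736935 is the stretch that lies in the 12 red gene bodies and in no grey one, and the grey band spans the 3 constant exons that all members share.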

Each transcript contains the 5’-most variable exon–encoding the entire extracellular component consisting of 6 cadherin ectodomains, a single-pass transmembrane domain, and a proximal cytoplasmic domain—followed by three consistent exons that encode an additional 125 amino acid C-terminal domain common to all 22 members of the cluster. Proteolytic processing of protocadherin-γ proteins requires the sequential release of the ectodomain by sheddases such as α-secretase (matrix metaloprotinase), followed by γ-secretase intramembrane proteolysis (unknown cleavage site) to release the C-terminal fragment (CTF) into the cytosol [51]. The CTF is translocated to the nucleus where it is purported to regulate gene transcription. However, because the placenta has no nerves, and much of what is known about protocadherins is in neurodevelopment [61], we can only report that Hltf plays an as yet undetermined role in the translocation of the CTF to the nucleus of non-neuronal cells.

## Conclusions

Hltf is an alternatively spliced transcription factor [32, 33]. Heretofore it was unknown that the C-terminal truncated Hltf protein resulting from an intron-retention event is expressed solely in the murine placenta where it regulates transcription of trophoblast lineage-specific genes (S3 Table) and limits the cytotoxic function of uterine natural killer (uNK) cells in close proximity to invading trophoblast cells (S3 Table). Moreover, Hltf deletion alters the epigenetic landscape of the placenta (S4 Table). 

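The CHG and CHH tables of the same placentae name other genes and hold no comparable family. In the CHG list, proteins with a pleckstrin homology domain, which binds membrane phosphoinositides, were Cyth1, Osbp, Plekhh2, Prex1 and Sntg1 (4.20-fold, EASE Fisher p = 0.030). PDZ domain proteins were Mast4, Prex1, Radil and Sntg1 (5.93-fold, EASE Fisher p = 0.029), and Cntn3, Ptprb and Ush2a share the fibronectin type III repeat that UniProt numbers 4 (10.7-fold, EASE Fisher p = 0.031). These are the lowest p-values among several terms for each domain, and the SMART terms for the same 3 domains had an EASE Fisher p of 0.072, 0.059 and 0.11, with Igsf9b as a further fibronectin type III gene. In the CHH list, the DEP domain of G-protein and Rap signaling proteins was found in Prex1, Rapgef4 and Rgs6 (30.3-fold, EASE Fisher p = 0.0043). The lysosomal genes were Glb1, H2-DMa, Lamp3 and Sgsh (5.11-fold, EASE Fisher p = 0.041, and 0.14 for the UniProt keyword with 3 genes), and 14 genes of adenyl ribonucleotide binding included the kinases Axl, Cdk19, Dapk2 and Mknk1 and the flippases Atp10d and Atp9a (2.24-fold, EASE Fisher p = 0.0066, and 0.13 for the UniProt keyword ATP-binding with 10 genes). By the Benjamini value of the authors' deposited tables, 0 terms were under 0.05 in CHG and 0 in CHH, where 13 and 21 terms had an unadjusted EASE p under that value. The lowest Benjamini value was 0.60 in CHG, for cell fraction, and 0.29 in CHH.
The highest recomputed enrichment score was 1.29 among the 23 annotation clusters of CHG and 1.22 among the 18 of CHH. Tet1, which oxidizes 5-methylcytosine and lies on chromosome 10 from 62804570 to 62887469, was the only 1 of 16 genes of the DNA methylation machinery in any table, in the CHG list (one-sided Fisher exact test, p = 0.069, adjusted p = 0.65). Hif3a, an oxygen-regulated transcription factor on chromosome 7 from 17030993 to 17062427, was the only 1 of 8 genes of the HIF pathway and was in the CHH list (Fisher exact test, p = 0.033, adjusted p = 0.47). Of the genes named in the 3 tables, Sorcs2 was shared by CpG and CHH and Prex1 by CHG and CHH, against 0.319 and 0.332 expected by chance (one-sided Fisher exact test, adjusted p = 0.43 for both). No named gene was shared by CpG and CHG, with 0.336 expected.

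**Figure D3:**
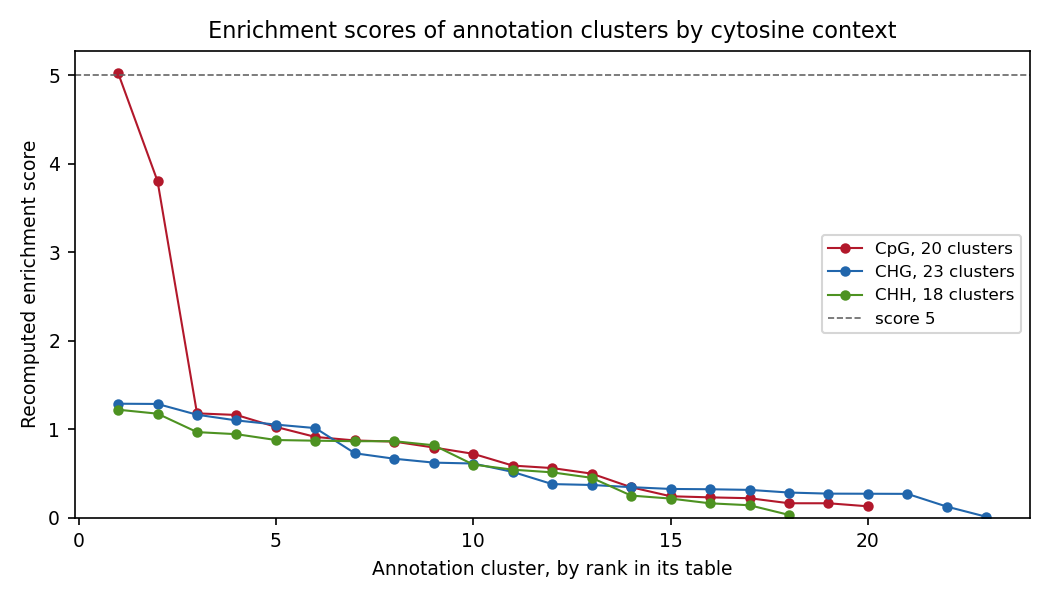
Recomputed enrichment score of every annotation cluster in the CpG, CHG and CHH tables, in the order of the tables (horizontal axis, rank), with a dashed line at the paper's threshold of 5. Only the first CpG cluster lies above the line, the second CpG cluster has a score of 3.80, and the CHG and CHH clusters all lie at or below 1.29.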

Having eliminated the placenta in a supporting role for the Hltf null perinatal lethal phenotype, the next step is to quantify Hltf deletion effects in a pancreatic beta cell-specific knockout mouse model.

## Supporting information

S1 Fig Screen shot. Superimposition of all the Hltf control sequences (1,2 and 3) for cytosine methylation contexts, i.e. GpG, CHG and CHH, on the GCRm38/mm10 assembly for Hltf shows there is no site-specific cytosine-methylation affiliated with the targeted intron retention event resulting in Exon21B transcripts.
(PDF)

S1 Table Sample quality control and RNA-seq outcome. Agilent 2100 Expert software assigns an RNA integrity number (RIN) to the entire electrophoretic tract of the total RNA isolated from each of the ten placenta samples. The goal is to limit biased degradation of representative RNA species as a result of rRNA depletion. High RIN scores (7–10) and a narrow distribution of scores (1–1.5) coincides with the fact that the total bases, total reads, and total mapped reads are comparable for control and Hltf null samples.
(PDF)

S2 Table Statistics of the mapping of methylation profiles of control (+/+) and Hltf null (-/-) placentae. The Methyl-MiniSeq platform is based on an expanded RRBS (Reduced Representation Bisulfite Sequencing) protocol. In this genome-wide pipeline, a CpG-enriched fraction is used to represent the methylation signature of the whole genome. DNA methylation occurs predominantly in a CpG context, and these CpG di-nucleotides are more abundant in select regions of the genome.
(PDF)

S3 Table Met-analysis gene summay identified 157 differentially expressed genes. Cuffdiff, a component of Cufflinks, uses RPKM values to calculate changes in gene expression. Cuffdiff data were input into iPathwayGuide. Met-analysis calculated log fold change (logFC) and an adjusted p-value (adjpv) for each comparison. OtA5088-5092 and OtA5093-5097 are designations for five sets of control and Hltf null data, respectively.
(PDF)

S4 Table DAVID functional annotation analysis. This is the first study to evaluate epigenetic changes due to Hltf deletion. DNA methylation changes in CpG islands in mouse placenta are region-specific, and indicate Hltf is important in the maintenance of the epigenetic landscape.
(PDF)

# Supplementary material for: Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface
**Source:** PLoS One. 2018 Jul 5;13(7):e0200211. doi: 10.1371/journal.pone.0200211

UCSC Genome Browser on Mouse Dec. 

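The browser window of S1 Fig spans 176 bp of chromosome 3, from 20107995 to 20108170 in GRCm38/mm10, within Hltf. It covers the last 3 bp of the intron before exon 21, the 126 bp of exon 21 itself (20107998 to 20108123, of the 25 exons of the RefSeq transcript) and the first 47 bp of the intron that follows. The paper describes exon 21B as exon 21 joined to retained sequence of that intron, with no reads joining either to the next exon. Where exon 21B ends was not determined here. In RefSeq the whole intron after exon 21 runs from 20108124 to 20108754 (631 bp). The exon ends in AATGGAAGTCCAGCTCAAAG and the intron opens with GTAAAGTCCACATGCGTAAA on the plus strand, which is the coding strand. The window holds 70 cytosines on its 2 strands, 30 on the plus strand and 40 on the minus strand. By context these are 4 CpG, 9 CHG and 57 CHH cytosines. The 2 CpG dinucleotides lie at 20108063, in the exon, and at 20108138, 15 bp into the intron. The window has a GC content of 39.8% and 0 CCGG sequences, a cut site of reduced representation libraries. The paper names no enzyme, and fragments that start outside the window could cover it, so this does not show whether it was assayed. The figure overlays the calls of the control samples in each context on this window, and the calls themselves were not analysed here.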

2011 (GRCm38/mm10) Assembly

move <<< << < > >> >>> zoom in 1.5x 3x 10x base zoom out 1.5x 3x 10x 100x

chr3:20,107,995-20,108,170 176 bp.

enter position, gene symbol or search terms

go

chr3 (qA2) 3qA1 3qA3 3qB 3qC 3qD 3qE1 E2 3qE3 3qF1 3qF2.2 3qF3 3qG1 3qG3 qH1 qH2 3qH3 3qH4

Scale 50 bases | mm10 20,108,050 | 20,108,100 | 20,108,150 |

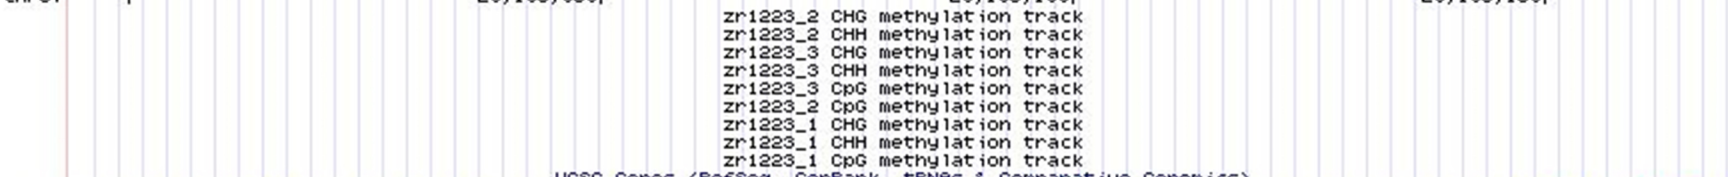

**Supplement:** S1 Fig — Superimposition of all the Hltf control sequences (1,2 and 3) for cytosine methylation contexts, i.e. GpG, CHG and CHH, on the GCRm38/mm10 assembly for Hltf shows there is no site-specific cytosine-methylation affiliated with the targeted intron retention event resulting in Exon21B transcripts.

# Supplementary material for: Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface
**Source:** PLoS One. 2018 Jul 5;13(7):e0200211. doi: 10.1371/journal.pone.0200211
**Supplement:** S1 Table — Agilent 2100 Expert software assigns an RNA integrity number (RIN) to the entire electrophoretic tract of the total RNA isolated from each of the ten placenta samples. The goal is to limit biased degradation of representative RNA species as a result of rRNA depletion. High RIN scores (7–10) and a narrow distribution of scores (1–1.5) coincides with the fact that the total bases, total reads, and total mapped reads are comparable for control and Hltf null samples.

S1 Table Sample quality control and RNA-seq outcome.

Sample ID	OD260/280	RIN	Total Bases	Total Reads	Mapped Reads
1-Control	2.13	7.4	3,389,172,000	33,891,720	58.08%
2-Control	2.11	7.6	4,010,136,800	40,101,368	50.29%
3-Control	2.10	8.0	4,156,136,800	41,561,368	51.83%
4-Control	2.13	8.2	3,129,473,400	31,294,734	62.31%
5-Control	2.09	7.1	3,422,688,400	34,226,884	58.97%
6-Null	2.11	8.1	3,322,239,000	33,222,390	56.45%
7-Null	2.10	8.9	3,652,915,400	36,529,154	47.91%
8-Null	2.11	8.4	3,291,146,000	32,911,460	52.59%
9-Null	2.12	8.3	4,017,065,800	40,170,658	54.39%
10-Null	2.11	8.3	3,196,424,400	31,964,244	43.99%

An RNA integrity number (RIN) from an Agilent Bioanalyzer within the range of 7-10 indicates high RNA sample quality.

# Supplementary material for: Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface
**Source:** PLoS One. 2018 Jul 5;13(7):e0200211. doi: 10.1371/journal.pone.0200211
**Supplement:** S2 Table — The Methyl-MiniSeq platform is based on an expanded RRBS (Reduced Representation Bisulfite Sequencing) protocol. In this genome-wide pipeline, a CpG-enriched fraction is used to represent the methylation signature of the whole genome. DNA methylation occurs predominantly in a CpG context, and these CpG di-nucleotides are more abundant in select regions of the genome.

S2 Table Statistics of the mapping of methylation profiles of control (+/+) and Hltf null (-/-) placentae					
Sample ID	Total Read Number<br>(read pairs)	Mapping<br>Efficiency	Unique<br>CpGs	Avg CpG<br>Coverage	Bisulfite<br>Conversion Rate
Zr1223_1 Hltf +/+	41,800,153	57%	4,488,110	16X	99%
Zr1223_2 Hltf +/+	40,741,707	56%	4,454,312	16X	99%
Zr1223_3 Hltf +/+	39,530,119	55%	4,453,769	16X	99%
Zr1223_4 Hltf -/-	40,456,588	55%	4,462,078	16X	99%
Zr1223_5 Hltf -/-	35,411,784	57%	4,335,448	13X	99%
Zr1223_6 Hltf -/-	42,954,559	56%	4,442,555	17X	99%

# Supplementary material for: Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface
**Source:** PLoS One. 2018 Jul 5;13(7):e0200211. doi: 10.1371/journal.pone.0200211
**Supplement:** S4 Table — This is the first study to evaluate epigenetic changes due to Hltf deletion. DNA methylation changes in CpG islands in mouse placenta are region-specific, and indicate Hltf is important in the maintenance of the epigenetic landscape.

S4 Table DAVID functional annotation analysis.

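S4 Table prints the first of the 20 annotation clusters in the authors' CpG table. DAVID groups terms that share many genes into a cluster, and the cluster's enrichment score is minus log10 of the geometric mean of the p-values of its terms. A score of 1.3 therefore corresponds to a geometric mean p of about 0.05. The count is the number of gene records of the list that carry the term, and the percentage is that count over all 83 records of the list, for example 10.8% for the 9 protocadherin gamma records. Gene names can exceed the count because DAVID merges names into records, and in each term with protocadherin gamma genes the names exceed the records by 3.
The second cluster, which S4 Table does not print, joined metal ion, cation and ion binding, and 34 of its records carried the term metal ion binding in the authors' deposited table (1.96-fold, EASE Fisher p = 1.3e-05). With the protocadherin gamma locus counted once the enrichment was 1.73-fold (EASE Fisher p = 0.0019), and the term no longer passed 0.05 after adjustment over the listed terms (p = 0.11). Apart from the protocadherin gamma genes these included the ion pump and exchanger genes named for homeostasis, the sodium-coupled transporter Slc38a1, the zinc finger proteins Ikzf1, Patz1 and Rnf220, and the LIM domain protein Lmo1. The remaining 18 clusters had recomputed scores between 0.130 and 1.18, the highest for homeostatic process, followed by chordate embryonic development at 1.16, tetratricopeptide repeats at 1.03 and T cell differentiation (Ikzf1, Patz1 and Prkdc) at 0.913.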

Enrichment Score: 5.023844105978458

Annotation Cluster 1

Category	Term	Count	%	PValue
INTERPRO	IPR015492:Protocadherin gamma	9	10.84337	1.43E-16
INTERPRO	IPR013164:Cadherin, N-terminal	9	10.84337	1.93E-11
INTERPRO	IPR002126:Cadherin	10	12.04819	2.99E-10
GOTERM_BP_FAT	GO:0007156~homophilic cell adhesion	10	12.04819	1.03E-09
SMART	SM00112:CA	10	12.04819	2.21E-09
GOTERM_BP_FAT	GO:0016337~cell-cell adhesion	12	14.45783	2.57E-09
GOTERM_BP_FAT	GO:0007155~cell adhesion	14	16.86747	3.25E-07
GOTERM_BP_FAT	GO:0022610~biological adhesion	14	16.86747	3.32E-07
SP_PIR_KEYWORDS	cell adhesion	12	14.45783	4.42E-07
SP_PIR_KEYWORDS	calcium	14	16.86747	8.50E-06
GOTERM_MF_FAT	GO:0005509~calcium ion binding	14	16.86747	6.27E-05
GOTERM_CC_FAT	GO:0005624~membrane fraction	11	13.25301	6.52E-05
GOTERM_CC_FAT	GO:0005626~insoluble fraction	11	13.25301	8.71E-05
GOTERM_CC_FAT	GO:0000267~cell fraction	11	13.25301	2.35E-04
SP_PIR_KEYWORDS	cell membrane	18	21.68675	5.20E-04
GOTERM_CC_FAT	GO:0005886~plasma membrane	23	27.71084	0.004033
SP_PIR_KEYWORDS	membrane	28	33.73494	0.176361
UP_SEQ_FEATURE	topological domain:Cytoplasmic	13	15.66265	0.411365
SP_PIR_KEYWORDS	transmembrane	24	28.91566	0.413024
GOTERM_CC_FAT	GO:0016021~integral to membrane	26	31.3253	0.564287
GOTERM_CC_FAT	GO:0031224~intrinsic to membrane	26	31.3253	0.65801
UP_SEQ_FEATURE	transmembrane region	15	18.07229	0.777217

Genes

PCDHGB1, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGB5, PCDHGA2, PC
PCDHGB1, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGB5, PCDHGA2, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, CTNNA3, PCDH
PPARD, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, CTNNA3, PCDHGA2, PCDHGI
PPARD, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, CTNNA3, PCDHGA2, PCDHGI
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, CTNNA3, PCDH
SCUBE3, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDH
SCUBE3, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDH
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, PCDHGB2, PCDHGA3, PCDHGA2, PCDHGB5, PCDHGB4, PC
COL23A1, DLGAP2, GRIP1, PCDHGA8, PCDHGA7, PCDHGA6, SEZ6L, PCDHGA5, GNG12, PCDHGA4, IL17RD, PCDHGE
GRIP1, PCDHGA8, PCDHGA7, PCDHGA6, GNG12, PCDHGA5, PCDHGA4, PCDHGA3, IL17RD, PCDHGA2, PCDHGA1, C
NDST1, FAM69A, GRIP1, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, GNG12, PCDHGA4, AMN, IL17RD, PCDHGA3,
CDH22, SCAMP3, COL23A1, CLGN, NDST1, ATP1A3, SEZ6L, SLC38A1, MPL, AMN, IL17RD, SORCS2, SLC9A1
NDST1, FAM69A, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, AMN, PCDHGA4, PCDHGA3, IL17RD, SORCS2, PCDH
NDST1, FAM69A, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, AMN, PCDHGA3, IL17RD, SORCS2, PCDH
NDST1, FAM69A, PCDHGA8, PCDHGA7, PCDHGA6, PCDHGA5, PCDHGA4, AMN, PCDHGA3, IL17RD, SORCS2, PCDH
SCAMP3, COL23A1, NDST1, FAM69A, ATP1A3, SEZ6L, GM7120, AMN, IL17RD, SORCS2, CDH22, CLGN, SLC38A1, M

List Total	Pop Hits	Pop Total	Fold Enrich	Bonferroni	Benjamini	FDR
73	14	17763	156.4256	2.28E-14	2.28E-14	1.44E-13
73	49	17763	44.69304	3.95E-09	1.98E-09	2.43E-08
73	102	17763	23.85576	6.13E-08	2.04E-08	3.76E-07
57	117	13588	20.37487	6.27E-07	6.27E-07	1.52E-06
49	102	9131	18.26931	1.13E-07	1.13E-07	2.14E-06
57	236	13588	12.12132	1.57E-06	7.85E-07	3.81E-06
57	561	13588	5.949026	1.98E-04	6.62E-05	4.82E-04
57	562	13588	5.93844	2.03E-04	5.06E-05	4.91E-04
75	380	17854	7.517474	6.10E-05	6.10E-05	5.20E-04
75	731	17854	4.559161	0.001173	5.87E-04	0.010008
60	840	13288	3.691111	0.011594	0.002911	0.077618
56	510	12504	4.815966	0.008638	0.008638	0.07624
56	528	12504	4.651786	0.011523	0.005778	0.101838
56	596	12504	4.121045	0.030807	0.010376	0.27472
75	1713	17854	2.501436	0.069298	0.023654	0.610603
56	2906	12504	1.76723	0.415783	0.125734	4.615411
75	5507	17854	1.210367	1	0.852291	89.80729
64	2780	16021	1.170599	1	1	99.93034
75	5237	17854	1.090945	1	0.964631	99.81083
56	5709	12504	1.016891	1	0.994813	99.99396
56	5914	12504	0.981642	1	0.998476	99.99964
64	4113	16021	0.91294	1	1	100

How the deposited data were processed for this re-analysis (not part of the article)

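Genome-wide DNA methylation was measured by the authors in term placentae from gestation day 18.5, in 3 control (Hltf +/+) and 3 Hltf null samples. The authors' processing, as the paper describes it, comprised bisulfite conversion, paired-end sequencing and alignment to mm10, with Bismark named in the submitters' processing notes without a version. It went on to data sets for CpG islands, gene promoters and gene bodies in the CpG, CHG and CHH contexts, the selection of the top 100 differentially methylated sites in each context, and functional annotation clustering of their genes with DAVID. The test and thresholds behind the choice of these sites are not given in the sources used here. The sex of the fetuses is not given for the methylation samples in the sources used here.

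The files used here were the authors' 3 functional annotation tables, 1 per context. Each deposited table gives, for every term, a count of list genes, the list total and the population counts, a percent of the list, a fold enrichment (a ratio), p-values (EASE p, Bonferroni and Benjamini), an FDR in percent, and an enrichment score for each cluster of terms, all made by the authors with DAVID. There are 20 clusters and 193 distinct terms for CpG, 23 and 164 for CHG, and 18 and 126 for CHH. No column belongs to a sample, and 0 columns were left unused for lack of a mapping. The depth per sample is known only from the paper's S2 Table, and the precision that it gives to a methylation level could not be carried into the tables, which hold gene counts. The exact binomial interval at the 95% level covers counting error only. It takes the records as independent draws, which those of the protocadherin gamma locus need not be.

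From these counts, fold enrichment, the EASE p (a one-sided Fisher exact test with the list count reduced by 1) and the enrichment score of each cluster were recomputed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Terms were counted as past the threshold at a Benjamini value under 0.05 in the authors' deposited tables, in each context. Gene names were matched to the RefSeq annotation of GRCm38/mm10. Overlaps between contexts (3 pairs) and 57 tests of 19 gene lists over 3 contexts used a one-sided Fisher exact test over a population of 17854 genes, the largest total in the tables, with Benjamini-Hochberg adjustment. The median gene length of the named genes was compared with 100000 random lists of the same size from 21887 protein-coding genes (two-sided permutation test, smallest possible p 2e-05). The sequence of the Hltf window in S1 Fig and of the protocadherin gamma cluster was read from the reference genome.

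The enrichment test was tested on simulated counts, drawn independently for each of the 190 larger CpG terms. The protocadherin gamma term was too small to be among them. With no enrichment planted, 0% of 3800 simulated terms were called. With a fold of 8 planted in every term, 92.9% of 3340 were called, with a median recovered fold of 7.94. These rates do not cover terms that share genes or overlapping loci, as the listed terms do. The length test, run on 100 random lists of 75 genes, called 6, and it called all 100 lists of long genes.

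Most choices were fixed before the data were examined, with S4 Table already read. Exceptions were 1 alternative that is named as added and the tests named below as chosen after their results were seen. Length comparisons weighted by gene length and by CCGG sites were not in the first plan and were written before their own results. The test of genes shared between contexts was planned only for complete tables, and it was run although some records of each list are not named. Genes were named in the text by a rule: those the paper names in its methylation section or that were in a fixed list, up to 12 of the leading term of each cluster with a score above 1.3, those named in 2 or more contexts, and the 5 genes named in most terms per context. This gave 43 genes. Members of other groups are named as the genes of the leading terms of further clusters, and were chosen after their values were seen. The alternatives were the Fisher exact test without the reduction, other corrections for multiple testing, a minimum of 9 genes per term, a smaller population total, a lower score threshold, other summaries of length, and the protocadherin gamma genes counted as 1 locus. For the last, the 9 list records and 14 population records of protocadherin gamma were each replaced by 1. This assumes that all 14 population records belong to every term that names the cluster, and the tables do not show whether they do. No methylation level per sample, direction of change or fit that leaves out a placenta was computed, since the tables hold no such values. The RNA-seq samples of the study were not analysed here.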

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

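All tests in this part were chosen after the result was seen.

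A second group of CpG genes stood out beside the cadherins, in terms that the paper does not discuss. Annotation cluster 2 of the CpG table (metal ion, cation and ion binding) had a recomputed enrichment score of 3.80, and its leading term had a Benjamini value of 0.0024 in the authors' deposited table. Of its genes, Atp1a3, Slc9a1 and Slc38a1 move sodium, Ikzf1, Patz1 and Esrrb are transcription factors with zinc fingers, and Kdm6a is a histone demethylase. All 12 protocadherin gamma genes are counted in 3 of the 4 terms of the cluster as well, so counting them separately is a candidate source of the excess, and 2 criteria were applied to it with that locus counted once. By the first, the unadjusted EASE p of metal ion binding was 0.0019, still under 0.05. The term had been noted among all listed terms for its low p. An unadjusted p therefore cannot decide whether the protocadherin gamma genes were the whole source. The second criterion was chosen only after the value of 0.0019 had been seen, because the cluster had been noted for passing an adjusted threshold. By it, the Benjamini-Hochberg p over the listed terms went from 0.00023 to 0.11, so the adjusted call ended. The 2 criteria point different ways. The enrichment went from 1.96-fold (56.7% of 60 list records, exact 95% confidence interval 43.2 to 69.4%) to 1.73-fold (50.0% of 52, 35.8 to 64.2%), against 28.9% of the genome after the change. The first interval takes the protocadherin gamma records as independent draws. With the locus counted once in the terms of this cluster alone the adjusted p was 0.021, and with it counted once in the other terms alone it was 0.0014. The call was thus lost only when both changed, the higher p of the term itself and the loss of the protocadherin gamma terms it was ranked with. The fourth term of the cluster, the keyword metal-binding, names no protocadherin gamma gene and covered 16 of 75 list records in the authors' deposited table (1.42-fold, EASE Fisher p = 0.14), and 1.59-fold with p = 0.063 when the locus was counted once in the list total. It gives the other genes no call of their own, but a p above the threshold does not show that they were not enriched, so this stays open. In the CHG table, where no protocadherin gamma gene is named, metal ion binding was enriched 1.41-fold (EASE Fisher p = 0.043) and cation binding 1.46-fold (p = 0.027), with Benjamini values of 0.93 and 0.99 in the authors' deposited table, and in CHH metal ion binding was at 0.787-fold (p = 0.92). A biological source, such as an effect of Hltf deletion on these genes, was not tested, since the tables carry no value per placenta.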

How the results depend on the processing

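The choice that mattered was whether the protocadherin gamma genes, which overlap at a single locus, were counted separately or once. Counted once, the EASE p of the protocadherin gamma term was 1, a value fixed by a count of 1, and the N-terminal cadherin term likewise has a count of 1. With adjustment over the listed terms, the number of CpG terms past the threshold went from 21 (18 by the authors' deposited Benjamini values) to 1 (homeostatic process), and to 0 when adjusted over the number of terms DAVID tested per annotation source, an alternative added after seeing the data. By the same count 0 clusters had a score above 5, and 0 tests of gene lists passed, with 5 at an unadjusted p under 0.05. Those 5 include the protocadherin gamma, System A and catenin lists. S4 Table had already named the genes found from these lists, so they are no independent tests. Without the reduction of the count and with the same adjustment over listed terms, 28 CpG and 2 CHH terms passed, so for CpG part of the move from 18 came from the adjustment. At an FDR under 5%, 1 CHH term passed. With a score threshold of 1.3, 2 clusters passed, both CpG. Joining that threshold with the locus counted once was not among the alternatives. Then the CpG clusters above 1.3 were ion binding (2.30), homeostatic process (1.37) and chordate embryonic development (1.35). The other 26 of 35 alternatives kept the side of the threshold or stayed within 1.5 times the count, among them every alternative for gene length, shared genes and CHG terms. Several of these could not have changed, so the tally does not measure stability. Counting the locus once alters nothing in CHG and CHH, which name no protocadherin gamma gene. A stricter correction or a minimum gene count cannot lower a count of 0. In CpG, every term past the threshold holds the 9 protocadherin gamma records and so meets the minimum of 9. Under the 3 alternatives that left the protocadherin gamma genes separate, the p of their term ranged from 2.4e-21 to 2.9e-14. No paired analysis was possible because the tables hold no value per sample. For the same reason leaving out each placenta, the coverage minimum and methylation levels per sample were not run. The tables give no depth per site, so what coverage limits cannot be stated for any listed gene.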

Differences from the paper's values

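Recomputed with DAVID's own counts and totals, the 2 values compared lay within 1.5 times the paper's, and under the alternatives 3 values did not. The paper's fold enrichment of protocadherin gamma is 156, and the recomputed fold was 156.4. It rests on 9 gene records, whereas the paper names 12 isoforms, and with 12 isoforms over the 22 members of the cluster the fold was 127.5. With the smallest population total in the table it was 80.4, and with the locus counted once it was 273, from a single locus. The paper's S4 Table gives an enrichment score of 5.02 for the first cluster, which the recomputed score equals at this precision, and counting the locus once gave 0.498.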

Other observations

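Of the tests in this part, the length comparisons with weights by gene length and by CCGG sites were written before their results were seen, and those of the protocadherin gamma run, the comparison with equal weights, the overlapping pairs and the X-linked genes were chosen after.

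In the CpG list, the genes named in most annotation terms were Ikzf1 (69 terms), Barx2 (54), Ppard (50), Pou3f1 (47) and Obscn (46). In the CHG list they were Prkce (40), Erbb4 (37), Mast4 (35), Glis3 (33), and Slc8a1 and Ush2a (30 each), and in the CHH list Axl (41), Dapk2 (36), Atp10d and Mknk1 (31 each) and Cdk19 (30). Taok2, Cars2 and Agap1, in 30, 26 and 24 terms, are further CpG genes of the metal ion binding term.

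None of 16 genes that the paper names as changed in transcription, 6 of trophoblast and 10 of cytolysis and innate immunity, was named in any of the 3 methylation tables. The paper's other differentially expressed genes were not looked up. The lists of 9 glucose transporters, imprinted genes, decidual, uterine NK cell, endothelial, erythroid and macrophage markers, angiogenic factors, and sheddases with gamma-secretase also had no gene in any table, as did Hltf itself. The transporter list did not hold every member of its family, and Slc2a13, which was not in it, was named in the CHH table (11 terms). That makes 12 of 19 lists with no gene, while 10 to 13 records of each gene list are not named and could not be searched. The protocadherin gamma list was written after S4 Table had named its 12 genes, so that it passed the threshold was settled beforehand, and with the locus counted once 0 lists passed (5 at an unadjusted p under 0.05). No other list passed. The 5 include the System A and catenin lists, which rest on genes that S4 Table had also named. On the X chromosome lay 5 of 65 CpG loci, Cited1, Dock11, Kdm6a, Vbp1 and Rtl4 (7.69%, against 4.41% of protein-coding genes; one-sided Fisher exact test, p = 0.16, adjusted p = 0.48), 3 of 78 CHG loci and 0 of 74 CHH loci.

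The protocadherin gamma genes in the CpG list were the first 12 of 22 in genomic order. If isoforms had been reached independently of their place, any 12 would be as probable as any other, and the chance of the first 12 is 1.5e-06. That takes the 12 names as separate draws, and the run had been seen before the chance was computed. For 9 of 14 records, which assumes that no record joins a listed and an unlisted gene, the chance of an unbroken run at any place is 6 in 2002 (0.0030), which still argues against independence. A candidate explanation is that differentially methylated sites in 1 stretch were counted for every gene body that covers it, since a stretch of 5965 bp around the Pcdhgb5 variable exon lies in the 12 listed bodies and in no other. Sites spread over the first 12 variable exons, which start within 69.2 kb of each other, would give the same names and would be a broader response to Hltf deletion. These alternatives cannot be told apart without site positions, which the tables do not hold.

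The genes named in the tables were long. Their median length was 70368.5 bp for CpG, 70984 bp for CHG and 90352 bp for CHH, against 17169 bp for 21887 protein-coding genes (permutation test, p = 2e-05 for each, the smallest that 100000 random lists can give), and Ctnna3, Il1rapl1 and Astn2, the longest of each list, each exceed 1 Mb. Over all 215 loci the median was 68323 bp, above the upper bound of 21955 bp for random lists with equal weights and below the lower bound of 109344 bp for lists weighted by gene length, so neither accounts for it. Lists weighted by the number of CCGG sites in the gene body, a cut site of reduced representation libraries, reached 66108 to 108150 bp, which holds the observed median, close to the lower bound. The length of the named genes therefore does not exclude that genes entered the lists in proportion to their CCGG sites, a background that DAVID does not use. CCGG sites are only a stand-in for the cytosines assayed, whose number per gene is not known here, and the paper names no enzyme. No biological explanation was tested, and genes without annotation are in the background and not in the lists.

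Besides the protocadherin gamma genes, 2 pairs of genes with overlapping bodies stood in the same list, Rpa1 and Smyd4 (22 bp shared) in CpG and Abcd1 and Bcap31 (1219 bp shared) in CHG, against 0.0734 pairs in random lists with equal weights (permutation test over 20000 lists, p = 0.0029) and 0.306 in lists weighted by length (p = 0.051).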
